# Microbiome characterization by high-throughput transfer RNA sequencing and modification analysis

**DOI:** 10.1038/s41467-018-07675-z

**Published:** 2018-12-17

**Authors:** Michael H. Schwartz, Haipeng Wang, Jessica N. Pan, Wesley C. Clark, Steven Cui, Matthew J. Eckwahl, David W. Pan, Marc Parisien, Sarah M. Owens, Brian L. Cheng, Kristina Martinez, Jinbo Xu, Eugene B. Chang, Tao Pan, A. Murat Eren

## Abstract

Advances in high-throughput sequencing have facilitated remarkable insights into the diversity and functioning of naturally occurring microbes; however, current sequencing strategies are insufficient to reveal physiological states of microbial communities associated with protein translation dynamics. Transfer RNAs (tRNAs) are core components of protein synthesis machinery, present in all living cells, and are phylogenetically tractable, which make them ideal targets to gain physiological insights into environmental microbes. Here we report a direct sequencing approach, tRNA-seq, and a software suite, tRNA-seq-tools, to recover sequences, abundance profiles, and post-transcriptional modifications of microbial tRNA transcripts. Our analysis of cecal samples using tRNA-seq distinguishes high-fat- and low-fat-fed mice in a comparable fashion to 16S ribosomal RNA gene amplicons, and reveals taxon- and diet-dependent variations in tRNA modifications. Our results provide taxon-specific in situ insights into the dynamics of tRNA gene expression and post-transcriptional modifications within complex environmental microbiomes.

## Abstract (web summary)

The authors present a molecular approach and a software suite for high-throughput sequencing and characterization of microbial tRNA transcripts, which provide unique physiological insights into complex environmental microbes.

## Introduction

Microbes occupy almost all ecological niches on Earth^1^, and the microbial communities associated with the human body play important roles in health and disease^2,3^. High-throughput sequencing of 16S ribosomal RNA (rRNA) gene amplicons and shotgun metagenomes enabled extensive culture-independent characterizations of microbial diversity and functional potential^4^, however, these approaches are not suitable to gain insights into in situ physiology of microbial populations. An alternative way to study community structures of naturally occurring microbial populations, along with the added benefit of recovering information about thier physiological states, could rely on transfer RNA (tRNA) molecules.

A bacterial genome has 30–50 different tRNA gene sequences, and a single cell contains up to 100,000 tRNA transcripts^5^. Similar to the 16S rRNA gene, tRNA genes can be used as phylogenetic markers to resolve relationships between microbial taxa^6^. Yet, in contrast to the sequencing of 16S rRNA gene amplicons, which relies on PCR amplification from genomic DNA, the direct sequencing of tRNA transcripts (hereafter ‘tRNA-seq’) provides access to translational activities of the cell^7–11^. On average, a bacterial tRNA transcript contains 8 modifications, which play important roles in cellular physiology^12–14^. While modifications in the anticodon loop directly tune translational efficiency and fidelity, others tune tRNA stability and physical interactions with cellular proteins and the ribosome^15,16^. Systematical studies of bacterial tRNA modifications have so far been limited to five species in culture, *Escherichia coli*, *Bacillus subtilis*, *Mycoplasma capricolum, Lactococcus lactis*, and *Streptomyces griseus*^12,17–19^, and used approaches such as two-dimensional thin-layer chromatography (TLC) and liquid chromatography-mass spectrometry (LC-MS). Insights from these studies revealed that while some tRNA modifications are shared among multiple taxa, others may be more unique. Taxon-dependent modifications may have distinct roles within complex microbial communities, and the identification of post-transcriptional tRNA modifications de novo could offer insights into changing metabolic activities of microbes as a response to changing environmental conditions. However, the presence of these modifications as well as the rigid structure of the tRNA molecule interrupt the cDNA synthesis that is required for sequencing, which limits comprehensive investigations of tRNA modifications and their utility to study microbial physiology in complex communities.

We recently addressed the experimental bottlenecks that limit the high-throughput sequencing of tRNA transcripts by employing two demethylase enzymes to remove tRNA modifications, and a thermophilic reverse transcriptase (TGIRT) to obtain long reads (demethylase tRNA-seq or DM-tRNA-seq^8^). In DM-tRNA-seq, each sample is split in two and processed with and without demethylase treatment prior to cDNA synthesis. We found that the demethylase-treated samples matched the cellular tRNA abundance measured by hybridization in human tRNA studies^8^, whereas the untreated samples were well suited for the analysis of tRNA modifications^20^. TGIRT can read through many Watson–Crick base methylations while leaving behind mutation signatures that allow for the identification of certain modifications at single base resolution and enable comparative analyses of modification levels^20^. We have validated that the mutation fractions for the well-studied *N*1-methyladenosine (m^1^A) modification determined by tRNA-seq correlated well with modification fractions inferred by a gel-based method^20^.

Here, we apply DM-tRNA-seq to gut microbiome of mice fed high-fat (HF) and low-fat (LF) diets and introduce an open-source software suite, tRNA-seq-tools, to identify and characterize tRNA sequences in high-throughput sequencing data that emerge from DM-tRNA-seq experiments. Our workflow enabled us to infer microbial community structures and taxonomy in our samples using tRNA sequences, investigate the expression of tRNAs with different anticodons across different environmental conditions, and recover tRNA modification levels across different taxa. Our results show class-dependent modification patterns, and diet-dependent changes in modification levels that can be associated with diet-dependent proteome in the microbiome. These findings demonstrate the versatility of tRNA-seq to investigate tRNA expression and modifications within microbiomes.

## Results

### tRNA-seq reveals tRNA modifications in bacterial cultures

To determine the feasibility of employing tRNA-seq for modification studies in simple model systems, we performed DM-tRNA-seq on bacterial cultures from four species: *Escherichia coli*, *Bacillus subtilis*, *Staphylococcus aureus*, and *Barnesiella viscericola*. 

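Total tRNA from cultures of *E. coli*, *B. subtilis*, *S. aureus* and *B. viscericola* was sequenced by DM-tRNA-seq with or without prior treatment by demethylases (+DM and -DM libraries), enzymes that remove the methyl groups of bases such as m1A and m1G before reverse transcription. The authors trimmed the reads, aligned them with 1 reported alignment per read to the tRNA genes of each species with CCA added, and deposited the number of reads per tRNA gene. Near-identical gene copies can share reads in such counts. For *E. coli*, 49 tRNA genes were counted, with 8236284 and 86846216 reads in +DM replicates 1 and 2 and 27669974 and 42798948 reads in -DM replicates 1 and 2. For *B. subtilis*, 52 tRNA genes were counted, with 16502690 and 18086559 reads in +DM replicates 1 and 2 and 13424441 reads in the only -DM library. For *S. aureus*, 42 tRNA genes were counted, with 13955846 and 14969380 reads in +DM replicates 2 and 3 and 20980476 and 16141995 reads in -DM replicates 2 and 3. For *B. viscericola*, 50 tRNA genes were counted, with 16593223 and 15325174 reads in 2 -DM libraries and no +DM library. The most abundant tRNA gene took between 7.97% of the reads (*B. viscericola*, -DM replicate 1) and 30.1% (*B. subtilis*, +DM replicate 2). Replicate 3 of *E. coli* and -DM replicate 1 of *S. aureus* are labelled but have no column of counts, and they are not analysed here. The counts of +DM and -DM libraries of a species were normalized by TMM and compared with edgeR's quasi-likelihood test. The count tables hold no mutation fractions, so that the modification levels of Figs. 1 and 2 could not be recomputed.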

Bacterial tRNAs share some modifications with eukaryotic tRNAs, but also possess unique modifications of their own^21^. Since almost all *E. coli* tRNAs and the majority of *B. subtilis* tRNAs have been mapped for modifications by 2D-TLC and LC/MS, these two cultures allowed us to benchmark tRNA-seq results against the known modifications. In contrast, *S. aureus* and *B. viscericola* were suitable to identify new modifications using tRNA-seq.

We focused our analysis on Watson–Crick face base modifications for which DM-tRNA-seq was particularly well suited^20^. We first determined the mutation and the stop fraction at each nucleotide position within tRNA sequences^20^. Here, we calculated the mutation fraction by only including sequencing reads that pass the modification site while excluding shorter reads that stopped before the modification site. Figure 1 and Supplementary Figure 1 display representative mutation and stop fractions for several tRNAs with modification sites annotated using standard tRNA nomenclature^22^. *E. coli* tRNA^Pro^(CGG) has N1-methylguanosine (m^1^G)37 and 4-thiouridine (s^4^U8), but only m^1^G can be removed by the demethylase treatment. As expected, both mutations and stops showed a reduction to the background levels at the m^1^G37 position in the demethylase-treated sample (Fig. 1a, Supplementary Fig. 1a). We identified a second mutation peak at position U8 that was more than 10-folds higher compared to the background level. This peak did not change in the demethylase-treated sample, consistent with the known s^4^U modification. *E. coli* tRNA^Phe^(GAA) has 3-(3-amino-3-carboxypropyl)uridine (acp^3^U)47, 2-methylthio-*N*6-isopentenyladenosine (ms^2^i^6^A)37, and s^4^U8, all were detected by mutation, and none responded to demethylase treatment (Fig. 1b, Supplementary Fig. 1b). Ms^2^i^6^A37 showed ~99% stops, and ~45% of the remaining 1% read-through were mutations. *B. subtilis* has m^1^A22 modifications, which are absent in *E. coli*. This methylation can be almost fully removed by the demethylases as reflected by the reduction of mutation fraction upon demethylase treatment for *B. subtilis* tRNA^Ser^(UGA) and tRNA^Glu^(UUC) (Fig. 1c, d). For tRNA^Ser^(UGA), the s^4^U8 was readily identified through its mutations (Fig. 1c), whereas the N6-isopentenyladenosine (i^6^A37) modification only showed stops (Supplementary Fig. 1c). Modifications in tRNA^Glu^(UUC) have not been previously mapped; our result is consistent with the presence of m^1^A22 in this tRNA (Fig. 1d, Supplementary Fig. 1d). No tRNA modifications have been mapped in *S. aureus* and *B. viscericola*. Our results are consistent with the presence of demethylase-sensitive m^1^G37 and m^1^A22 and demethylase-insensitive s^4^U8 in *S. aureus* tRNA^Leu^(UAG) (Fig. 1e, Supplementary Fig. 1e), and m^1^A22 and s^4^U8 in tRNA^Ser^(GCU) (Fig. 1f, Supplementary Fig. 1f). Finally, we identified mutation and stop signatures that are consistent with the expected m^1^G37 and inosine (I)34 in *B. viscericola* tRNA^Arg^(ICG) (Fig. 1g, Supplementary Fig. 1g). Using mutation and/or stop signatures, our results are consistent with all known Watson–Crick face base modifications in these four bacterial species (Supplementary Fig. 2, Supplementary Table 1).

**Fig. 1:**
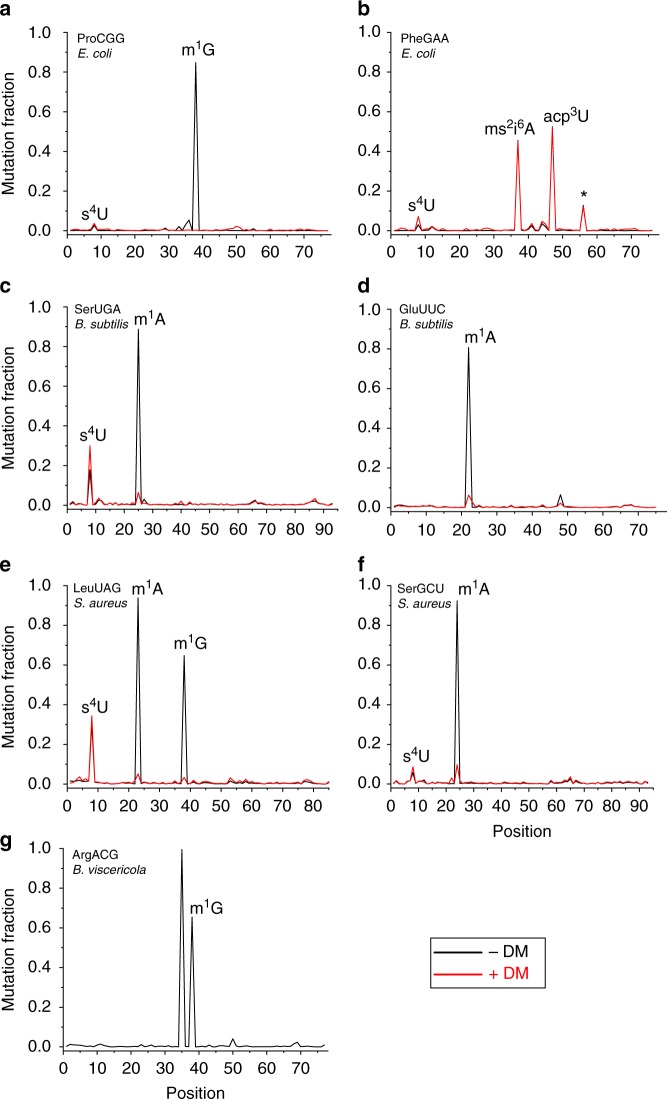
tRNA modifications of bacterial cultures. Red and black lines show mutation fractions in representative tRNA sequences with (+DM) and without (-DM) demethylase treatment, respectively. **a** *E. coli* tRNA^Pro^(CGG) shows m^1^G37 and s^4^U8. **b** *E. coli* tRNA^Phe^(GAA) shows acp^3^U47, ms^2^i^6^A37 and s^4^U8. The additional peak denoted by asterisk (*) may represent an unknown modification. **c** *B. subtilis* tRNA^Ser^(UGA) shows m^1^A22, and s^4^U8. **d** *B. subtilis* tRNA^Glu^(UUC) shows m^1^A22. **e** *S. aureus* tRNA^Leu^(UAG) shows m^1^G37, m^1^A22 and s^4^U8. **f** *S. aureus* tRNA^Ser^(GCU) shows m^1^A22 and s^4^U8. **g** *B. viscericola* tRNA^Arg^(ACG) shows m^1^G37 and I34

We examined the complete mutation profiles that correspond to m^1^A, m^1^G, and s^4^U for tRNAs in the four bacterial cultures (Fig. 2, Supplementary Fig. 3). We only found mutation signatures that are consistent with m^1^A at position 22 located at the junction of the D stem and D loop in *B. subtilis* and *S. aureus*, but not in *E. coli* and *B. viscericola* (Fig. 2a). We found mutation signatures that are consistent with 13 and 12 tRNAs with m^1^A22 modification in *B. subtilis* and *S. aureus*, respectively; only four have been previously mapped in *B. subtilis* by 2D-TLC^23,24^. Among all tRNAs with A22 in these two bacteria, all with G/A13–A22 pairs were modified, whereas all with U13–A22 were not modified, consistent with this modification requiring a non-Watson–Crick base paired A22. M^1^A22 mutation fractions ranged from 0.81–0.94 in *B. subtilis* and 0.61–0.94 in *S. aureus*, suggesting that most tRNAs are modified at high fractions at A22 under our culture conditions. M^1^G is located at position 37 immediately 3’ to the anticodon nucleotides in bacteria. In all four bacteria, we found that mutation fractions ranged from 0.33–0.90 when the tRNA has G37 in its sequence (Supplementary Fig. 3). Unlike m^1^A22, m^1^G37 was accompanied by highly variable stop fractions in a tRNA-dependent manner (ref. ^20^, Supplementary Fig. 1). Since m^1^G37 prevents translational frameshifting^25,26^ and is thought to be present at high fractions in tRNA, mutation alone may not correlate well with modification fractions for m^1^G37.

**Fig. 2:**
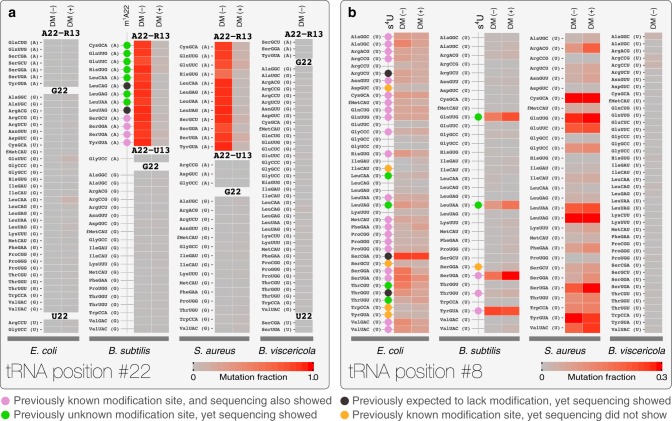
Mutation fractions of two tRNA sites. Heatmaps of mutation fractions for positions 22 and 8 (using standard, canonical tRNA nomenclature) are shown. tRNAs with different anticodons are grouped by their sequences at the respective position of modification (in parenthesis) and in alphabetical orders. Only *E. coli* and *B. subtilis* tRNA modifications have been mapped previously by 2D-TLC and LC/MS, but the mapping was not done for every tRNA species^12^. Every *E. coli* and *B. subtilis* tRNA species with mutation fraction at10-times above background is marked with a circle on the right with the following designations: Purples correspond to those known to be present and also identified by sequencing here; blacks correspond to those supposed to be absent but identified by sequencing; greens correspond to those not mapped previously but identified by sequencing; oranges correspond to those known to be present but were not found by sequencing. **a** m^1^A22; R corresponds to A or G. **b** s^4^U8

We identified mutation signatures consistent with many s^4^U8 modifications in three of the four bacteria (Fig. 2b). We found 28 sites in the *E. coli* tRNA with mutation fractions of 0.03–0.26 (0.03 corresponded to >10× above background), 20 of which overlapped with the known s^4^U8 modifications by 2D-TLC and LC/MS. The other 8 sites could either be present only under our culture conditions or were missed in the previous mapping studies. We found 5 sites in *B. subtilis* tRNAs with mutation fractions of 0.03–0.25, two of which overlapped with the known s^4^U8 modifications. We found 21 sites with mutation fractions of 0.03–0.39 in *S. aureus* tRNAs, indicating that *S. aureus* tRNAs can be highly modified with s^4^U8. *B. viscericola* showed no mutation significantly above background for any tRNA, suggesting that s^4^U8 is absent in this bacterium. Overall, our results suggest that bacterial tRNA modifications can be highly variable at the transcriptome level among tRNA species even under mid-log growth conditions. These findings all together demonstrate the utility of tRNA-seq to study modifications in bacterial tRNA.

### Community and anticodon profiles in gut microbiomes

Next, we evaluated the utility of tRNA-seq to infer tRNA abundance and modification profiles in complex gut microbial ecosystems using mice that were fed either a HF or LF diet. 

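tRNA from the cecum of 3 mice fed the HF diet and 3 mice fed the LF diet was sequenced by DM-tRNA-seq, and each mouse gave 1 library with and 1 library without demethylase treatment, 12 libraries in all. The authors merged the read pairs, recognized tRNA reads by their structure from the 3' end with tRNA-seq-tools, kept those with an anticodon, and deposited each unique sequence with its number of reads. The +DM libraries of LF mice held 1903604 to 4870291 reads (median 4592494) and those of HF mice 145683 to 1550361 reads (median 296676). The -DM libraries of LF mice held 260379 to 768804 reads (median 434353) and those of HF mice 19394 to 2385420 reads (median 709387). No taxonomic assignment is part of these files, so that anticodon groups and modification sites hold the tRNAs of all taxa of a mouse together. Seed sequences were rebuilt from the +DM reads of each mouse by the steps of the methods, and the reads of both libraries of that mouse were mapped to them with at most 2 mismatches. Of the +DM reads 88.9% (HF mouse 1) to 97.2% (HF mouse 2) were mapped, and of the -DM reads 90.0% (HF mouse 3) to 96.5% (LF mouse 2). The mutation fraction of a position is the share of reads covering it that carry another base than the seed. A site was called at a coverage over 50, a mutation fraction of 0.05 to 0.98 and at least 2 kinds of other bases. Positions 58 and 59 were counted from the 3' end, position 22 from the anticodon, and position 8 from the 5' end of seeds with an acceptor stem. The reads are PCR products without molecular identifiers, so that intervals given for single libraries cover counting error only.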

Since HF and LF diet affect microbial community structures in the gut^27^, this model provided an opportunity to also compare community structures inferred by tRNA-seq to those that were identified through 16S rRNA gene amplicons. We collected our samples from the mouse cecum, and processed them both for 16S rRNA gene analysis for taxonomic comparisons, and tRNA-seq with and without demethylase treatment. We developed an open-source software, tRNA-seq-tools (https://github.com/merenlab/tRNA-seq-tools) to de novo identify tRNA sequences with conserved sequence motifs and secondary structures from the raw sequencing data (Fig. 3a). We assigned taxonomy to resulting tRNA sequences, and we used only those sequences that were assigned to a unique anticodon for downstream analyses.

**Fig. 3:**
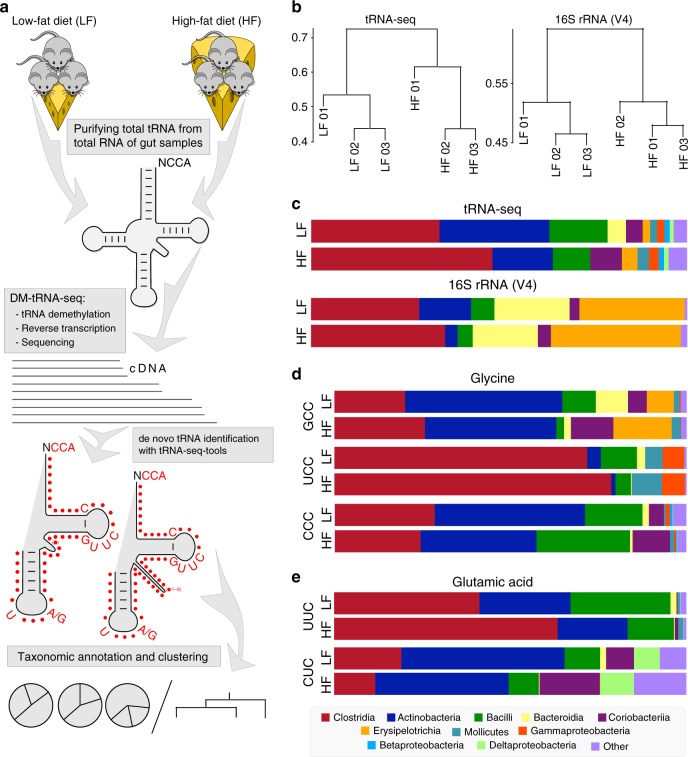
Microbiome tRNA-seq workflow and taxonomy analysis. **a** Workflow of tRNA sequencing of gut microbiome samples fed with a high-fat (HF) or low-fat (LF) diet and de novo tRNA assignment. Conserved tRNA residues that were searched for in this work are shown in red. **b** Dendrograms compare relationships between HF and LF samples that were inferred based on community profiles of tRNA transcripts, or 16S rRNA gene amplicons. **c** Class-level taxonomy for averaged HF and LF samples based on tRNA-seq (top) and 16S rRNA gene amplicons (bottom). All bacterial classes at >1% level are shown in distinct colors, all other bacterial classes are grouped together and shown in purple. **d** tRNA^Gly^ taxonomy for anticodons GCC, UCC, and CCC. **e** tRNA^Glu^ taxonomy for anticodons UUC and CUC. Among the other category for GCC/UCC/CCC and UUC, no class has an abundance of ≥1%; for CUC, other classes with an abundance of ≥1% include Alphaproteobacteria, Gemmatimonadetes, and Ignavibacteria. tRNAs decoding these two amino acids are the most abundant in our tRNA-seq results

DM-tRNA-seq generated all tRNA reads starting from the conserved 3’-CCA^8^. 

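In each of the 12 mouse libraries, 99.9% of the reads ended in CCA, in the 6 +DM libraries as in the 6 -DM libraries. Full-length tRNAs, which also reach the 5' end, made up 8.15% (HF mouse 2) to 14.9% (LF mouse 2) of the +DM reads and 16.3% (HF mouse 2) to 22.9% (LF mouse 2) of the -DM reads.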

We designed tRNA-seq-tools to use the canonical tRNA sequence motifs (Supplementary Fig. 4) that start with the 7 nucleotides 3’ acceptor stem and 17 nucleotides TΨC stem-loop, a variable region of 4–5 for type I and 13–22 nucleotides for type II tRNAs (tRNA^Ser/Leu/Tyr^ for bacteria), and finally a 17 nucleotides anticodon stem-loop. We included the conserved, canonical tRNA sequence of GTTC/C in the TΨC stem-loop and T 5’ and A/G 3’ to the anticodon nucleotides. We further restricted our assignment to anticodon stems containing only Watson–Crick or G-U wobble base pairs, but allowed for one mismatch among all conserved nucleotide sequences. The minimal length of our assigned tRNA reads corresponded to the 5’ end of the anticodon stem to the 3’-CCA which was 48–49 for type I and 57–66 nucleotides for type II tRNAs.

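The shortest assigned read had 51 bases in each of the 12 mouse libraries, counted with CCA, and the longest had 96 bases in the -DM library of HF mouse 1 and up to 99 bases in the others. The median length of the +DM reads was 65 bases in each of the 3 HF mice and 67 to 68 bases in the 3 LF mice. The median length of the -DM reads was 66 to 72 bases in HF mice and 67 to 73 bases in LF mice.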

Our analysis on average resulted in ~2.2 million tRNA sequences per demethylase-treated sample containing unambiguous anticodon assignments (Supplementary Table 2). 

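The 6 +DM libraries held 2226520 reads (rounded) with an anticodon on average, and the largest of them, from LF mouse 2, held 33.4 times as many reads as the smallest, from HF mouse 1. All 64 anticodons were seen in the +DM libraries of the 3 LF mice and of HF mice 2 and 3, and 58 were seen in that of HF mouse 1. Between 2.37% (LF mouse 3) and 4.27% (LF mouse 2) of the +DM reads carried more than 1 possible anticodon and were left out of the anticodon groups.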

There were on average ~3.8 million other reads that were either too short to be assigned to a unique tRNA anticodon or did not unambiguously fit to the canonical tRNA signatures. Short sequences are often the result of persistent modifications demethylases fail to remove, or other tRNA structural features that interrupt the cDNA synthesis. An example of the former in our data was the ms^2^i^6^A37 modification in *E. coli* tRNA^Phe^ which stopped the RT at ~99% (Supplementary Fig. 1b). Therefore, most tRNA^Phe^ reads in *E. coli* did not reach the anticodon and would not have been taken into consideration here. 

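The shares of the 64 anticodon groups among the +DM reads were compared between mice. Among the 3 LF mice Pearson's r across anticodon groups was 0.932 to 0.984, and among the 3 HF mice it was 0.953 to 0.983. For the 9 pairs of an HF and an LF mouse r was 0.849 to 0.964, so that the ranges within and between diets overlapped. These r values are across anticodon groups, which are not independent replicates, and they rest on the few groups with large shares, such as tRNA Glu(UUC).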

For the tRNA sequences with anticodon assignments, grouping the biological replicates by individual anticodons showed good compatibility among the HF or LF groups (Supplementary Fig. 5). 

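Reads that show 1 of 7 anticodons with A at the wobble position (A34), common in mouse tRNA genes and rare in bacterial ones, AAC, AAG, AAU, AGA, AGC, AGG and AGU, were counted in each library. Their share of the +DM reads was 0.579% in LF mouse 1 (95% Wilson interval 0.572 to 0.586), 0.173% in LF mouse 2 (0.169 to 0.177) and 0.0523% in LF mouse 3 (0.0491 to 0.0557). In HF mice the share was 0.0293% in mouse 1 (0.0216 to 0.0398), 0.0434% in mouse 2 (0.0402 to 0.0469) and 0.0498% in mouse 3 (0.0423 to 0.0587). Every LF mouse had a larger share than every HF mouse. tRNA Thr(AGU) took 0.241 ± 0.285% (SD, n = 3) of the +DM reads in LF mice and 0.0275 ± 0.0088% (SD, n = 3) in HF mice. The LF mean rests on LF mouse 1, with 0.563%, against 0.141% in LF mouse 2 and 0.0209% in LF mouse 3, which is below HF mice 2 (0.0352%) and 3 (0.0295%). Of 24 tRNA Thr(AGU) seed positions at s4U8 with enough coverage, 15 were mutated in at least 0.05 of the -DM reads (6 sites called, in 2 mice), and of 76 at m1A58/59, 0 were, so that these reads were not taken as a measure of host RNA. The share covers only reads that show A34: inosine at this position is read as G, so that tRNAs with A34 modified to inosine are not in it, and reads of bacterial tRNAs that show A34 by a mutation or a sequencing error, sources named in the caption of Supplementary Fig. 5, are not separated from host reads.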

Our tRNA extraction method from the mouse cecum resulted in less than 1% contamination with mouse tRNA sequences, which was consistent with our microarray studies^28^. We randomly selected one type I and one type II tRNA and aligned matching quality-filtered short reads to visualize the coverage and homogeneity of individual nucleotide positions (Supplementary Fig. 6). 

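Reads within 1 mismatch of the printed tRNA Pro(CGG) of *Bifidobacterium* and tRNA Leu(CAG) of *Faecalibaculum* were taken from the +DM libraries of the 6 mice. For tRNA Pro(CGG), a type I tRNA, the coverage relative to base 27 was 69.1 ± 2.3% at base 19, 35.9 ± 2.1% at base 8 and 28.3 ± 2.6% at base 1 (SD, n = 6 mice). For tRNA Leu(CAG), a type II tRNA with a long variable arm, it was 100 ± 0% at base 19, 65.4 ± 6.0% at base 8 and 53.6 ± 8.0% at base 1 (SD, n = 6 mice). In -DM libraries tRNA Leu(CAG) kept 56.6 ± 15.7% of its coverage at base 1 (SD, n = 5 mice).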

Consistent with our assignment rules, all reads were beyond the 5’ stem of the anticodon stem-loop with gradual drop-offs toward the 5’ end of tRNA, which we had also observed with human tRNA reads^8^.

We performed de novo analysis of tRNA sequences and 16S rRNA gene amplicons using Minimum Entropy Decomposition^29^ to infer community structures, which revealed nearly identical relationships between samples (Fig. 3b). 

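The files hold the tRNA reads but not the 16S amplicons, and the tRNA reads were compared without decomposition, by Bray-Curtis distances between the shares of 154329 full-length sequences in the 6 +DM libraries. The 3 LF mice were 0.359 to 0.561 apart and the 3 HF mice 0.385 to 0.516. The 9 pairs of an HF and an LF mouse were 0.469 to 0.647 apart, which overlaps the distances within a diet. The closest LF mice were mice 1 and 2, and the closest HF mice were mice 2 and 3. Cut into 2 clusters, Ward's clustering of these distances parted the HF from the LF mice. The same clustering of the 6 -DM libraries, over 31054 full-length sequences, did not part the diets, nor did that of the 64 anticodon groups of the +DM libraries. Each +DM library of an LF mouse held 45334 to 78113 distinct full-length sequences, and each of an HF mouse 4073 to 17898. In -DM libraries these ranges overlapped, at 5159 to 9094 in LF and 743 to 16035 in HF mice. Diet and depth thus cannot be told apart in the clustering of the +DM libraries.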

We also compared the average taxonomic distribution of HF/LF samples from tRNA-seq and 16S rRNA gene amplicons (Fig. 3c). While we used the SILVA database^30^ with >350,000 entries to assign taxonomy for 16S rRNA gene amplicons, we used 4235 gold-standard bacterial genomes obtained from the Ensembl database^31^ to assign taxonomy for tRNA sequences (Supplementary Table 3). For the six most abundant bacterial classes, the full tRNA taxonomy qualitatively matched the 16S rRNA gene-based taxonomy (Fig. 3c), but proportions of taxa differed between the two approaches. For instance, tRNA-seq showed higher fractions of Clostridia and Actinobacteria, and lower fractions of Bacteriodia and Erysipelotrichia classes. Multiple factors could result in differences between abundance estimates of the two approaches, one among them being the utilization of RNA transcripts in the tRNA-seq workflow in contrast to PCR amplification of genomic DNA in the 16S rRNA gene-based workflow (see Discussion).

We also analyzed the taxonomic make up of tRNA sequences at the anticodon-level (Fig. 3d, e, Supplementary Table 4). 

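In the +DM libraries, tRNA Gly took 16.5 ± 0.213% of the reads in LF mice and 15.3 ± 2.86% in HF mice (SD, n = 3 each). tRNA Glu took 13.6 ± 0.0626% in LF mice and 13.5 ± 0.974% in HF mice. tRNA Arg followed with 10.0 ± 1.70% in LF mice and 9.45 ± 0.304% in HF mice. By anticodon, tRNA Glu(UUC) took 9.00 ± 0.785% in LF mice and 9.73 ± 0.617% in HF mice. tRNA Gly(GCC) took 9.66 ± 1.33% in LF mice and 6.79 ± 1.84% in HF mice. The shares count reads with 1 anticodon and all taxa together, and neither tRNA Glu(UUC) nor tRNA Gly(GCC) passed edgeR's quasi-likelihood test between the diets.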

The two most abundant tRNA sequences in our dataset decoded amino acids of glycine and glutamic acid. Previous analyses based on available genomes show that for tRNA^Gly^ (Fig. 3d), UCC is present in only all, GCC in most, and CCC in only a small number of bacterial taxa ^32^. The taxonomy of tRNA^Gly^(GCC) was similar to the taxonomic make up of all tRNA sequences. The tRNA^Gly^(UCC) taxonomy has a larger representation of Clostridia, and the tRNA^Gly^(CCC) taxonomy diverged from the all-tRNA taxonomic profiles such as it showed more Bacilli in the HF sample. Similarly, for tRNA^Glu^ (Fig. 3e), UUC is present in all, while CUC is found only in some bacterial genomes. Our results showed that the tRNA^Glu^(UUC) taxonomy was more similar to the overall taxonomy of all tRNA sequences, whereas the tRNA^Glu^(CUC) taxonomy had a different profile with a larger representation of Actinobacteria in the LF sample.

To gain further insights into tRNA anticodon-based taxonomy, we performed additional analyses of the anticodons CUC and UUC of sequences that encode for glutamic acid (Supplementary Fig. 7). tRNA^Glu^(UUC) can read both GAA and GAG codons and is essential in all cells, whereas tRNA^Glu^(CUC) can only read GAG codon and is optional for life. We found that the taxonomic proportion of tRNA^Glu^(UUC) varies widely among the six major bacterial classes compared to the taxonomic profiles based on all tRNA sequences as well as 16S rRNA gene amplicons (Supplementary Fig. 7a). Zooming into the class Bacilli further, we found that 75% of all tRNA^Glu^(CUC) genes (78/104) are concentrated in the Lactobacillaceae family (Supplementary Fig. 7b), suggesting that this family can be uniquely assessed using tRNA^Glu^(CUC) reads. Lactobacillaceae could be resolved both through tRNA sequences and 16S rRNA gene amplicons which showed similar abundance patterns between HF and LF microbiome samples (Supplementary Fig. 7c).

Focusing further on tRNA^Glu^(CUC) and tRNA^Glu^(UUC) reads from the family of Lactobacillaceae, we found that the ratio of tRNA^Glu^(CUC) to tRNA^Glu^(UUC) was higher in the LF samples than the HF samples (Supplementary Fig. 7d). This could be due to either higher tRNA^Glu^(CUC) expression or a higher proportion of Lactobacillaceae organisms that contain tRNA^Glu^(CUC) in the LF samples. In the case of the former, the increased tRNA^Glu^(CUC) expression could potentially add an additional capacity for the Lactobacillaceae in LF samples to specifically decode the GAG codon in translation. Finally, we found that all tRNA^Glu^(CUC) reads in our samples are from the *Lactobacillus* genus in the Lactobacillaceae family. This genus is represented by 31 genomes in our tRNA database; 18 different tRNA^Glu^(CUC) gene sequences are present among the 31 genomes, which allowed us to investigate the species-level distribution of reads that resolved to tRNA^Glu^(CUC) (Supplementary Fig. 7e). Overall, these results indicate that anticodon-level taxonomic analyses of tRNA transcripts can provide additional insights into physiological differences between individual branches of bacteria.

### Diet dependent differences in tRNA modification levels

A unique feature of tRNA-seq is the capability to assess in situ tRNA modifications. Compared to bacterial cultures, the analysis of modifications in tRNA transcripts in complex microbial communities presents additional challenges. For instance, even though both mutations and stops are useful for tRNA modification studies in pure cultures, in microbiome studies we can only rely on mutation information since stops yield short reads that often do not assign to specific tRNA seed sequences unambiguously. Mutations in the sequencing data can be identified through the alignment of individual reads to reference seed sequences. For bacterial cultures, the seed sequences are simply the annotated tRNA genes. In contrast, complex environments may require de novo-identified tRNA sequences to serve as seed sequences for modification analyses due to the lack of comprehensive reference genomes (Fig. 4a, Supplementary Fig. 8).

**Fig. 4:**
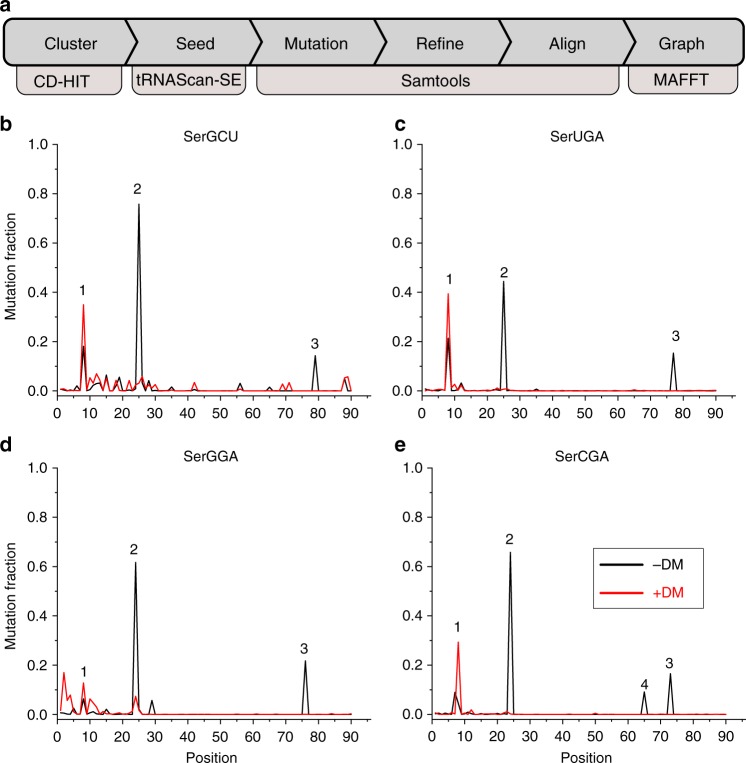
Microbiome tRNA modification analysis. **a** Workflow for modification assignment using mutation signatures. **b**–**e** Representative positional plots showing m^1^A and s^4^U modifications for transcripts of tRNA^Ser^(GCU) (**b**), tRNA^Ser^(UGA) (**c**), tRNA^Ser^(GGA) (**d**), and tRNA^Ser^(CGA) (**e**), HF-fed mouse sample. The peak numbers correspond to those described in the text with peak 1 called for s^4^U8 and peak 2 for m^1^A22. Peak 3 is located around nucleotide 73–79 in the type II tRNA^Ser^s, but is m^1^A59 in the standard tRNA nomenclature. Red and black lines show mutation fractions in tRNA^Ser^ sequences with (+DM) and without (−DM) demethylase treatment, respectively

To study modification fractions we selected our seed sequences from demethylase-treated samples. Our clustering-based approach (see Materials and Methods) resulted in an average of ~10,700 seed sequences for each sample, which was approximately proportional to the total number of tRNA reads per sample (Supplementary Table 2).

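Clustering of the +DM reads at 1 mismatch gave 6817, 8652 and 5980 seed sequences in LF mice 1, 2 and 3 and 876, 2806 and 1159 in HF mice 1, 2 and 3, with a mean of 4382 per mouse. Clusters of 5 reads or fewer were dropped, as were clusters with several anticodons and those whose acceptor stem did not form at 5 of 7 places. tRNAscan-SE and CD-HIT were not available and were replaced by these pairing and mismatch rules. A minimum of 50 reads per seed left 1015 seeds per mouse on average, and a minimum of 200 reads left 349.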

We ran a multiple sequence alignment for the same anticodon while allowing flexible lengths in the variable loop and the α and β regions of the D loop to visualize our results. Figure 4 shows our workflow to study modification fractions, and the alignment results for the tRNA^Ser^ transcripts in a HF sample. We found three major peaks for tRNA^Ser^(GCU) (Fig. 4b) without demethylase treatment. 

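In the -DM libraries, tRNA Ser(GCU) was mutated at position 22 in 0.684 ± 0.225 of the reads in LF mice and 0.900 ± 0.038 in HF mice (SD, n = 3 each). At position 8 the fraction was 0.0431 ± 0.0320 in LF mice (SD, n = 3) and 0.0590 ± 0.0023 in HF mice (SD, n = 2). At position 59 it was 0.0145 ± 0.0213 in LF mice and 4.91e-05 ± 8.50e-05 in HF mice (SD, n = 3 each). Among LF mice the fraction at position 22 was 0.427 in mouse 2 against 0.777 and 0.849 in mice 1 and 3. The values are weighted by reads over all seeds of a mouse and all taxa, and the HF mouse shown in Fig. 4 is not named.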

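In the other -DM tRNA Ser groups, position 22 was mutated in 0.778 ± 0.028 of the tRNA Ser(UGA) reads of LF mice (SD, n = 3) and 0.521 ± 0.182 of those of HF mice (SD, n = 2). For tRNA Ser(GGA) it was 0.769 ± 0.016 in LF and 0.839 ± 0.017 in HF mice (SD, n = 3 each), and for tRNA Ser(CGA) 0.491 ± 0.361 in LF (SD, n = 3) and 0.705 ± 0.209 in HF mice (SD, n = 2). After demethylase treatment position 22 was mutated in at most 0.0167 ± 0.0177 of the reads in any of the 4 tRNA Ser groups (tRNA Ser(GCU), HF mice, SD, n = 3). Position 8 was mutated after treatment in 0.116 ± 0.010 of the reads in HF mice (SD, n = 3) for tRNA Ser(GCU) and 0.0349 ± 0.0303 in LF mice (SD, n = 3) for tRNA Ser(GGA), the highest and the lowest group means. Over all anticodons, 2808 m1A22 sites called in -DM libraries were followed into the +DM library of their mouse, and the median fraction per mouse was 0.798 ± 0.041 without and 0.0132 ± 0.0042 with demethylase (SD, n = 6 mice). The 898 m1A58/59 sites went from 0.783 ± 0.083 to 0.00774 ± 0.0033 (SD, n = 6 mice). Both differences have an exact permutation p of 0.00216, two-sided, the smallest that 6 libraries against 6 allow, and an exact sign-flip p of 0.0313 when paired by mouse. At 3666 s4U8 sites called in either library the fraction was 0.0892 ± 0.016 without and 0.0650 ± 0.011 with demethylase (SD, n = 6 mice), lower with demethylase in 6 of 6 mice (exact permutation p = 0.0195 unpaired, exact sign-flip p = 0.0313 paired by mouse, both two-sided and unadjusted over the 3 sites). The m1A sites were chosen by their mutation without demethylase, and the s4U8 difference at a coverage over 200 had an exact permutation p of 0.104 unpaired and an exact sign-flip p of 0.156 paired by mouse, lower with demethylase in 5 of 6 mice, where the paired test was added after the data were seen. Without LF mouse 2 or LF mouse 3 the unpaired exact permutation p was 0.0714. In HF mouse 2 the s4U8 median was nearly unchanged, at 0.0717 without and 0.0710 with demethylase.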

Peaks 2 and 3 disappeared upon demethylase treatment, therefore assigning them to m^1^A. Peak 1 remained upon demethylase treatment, thereby assigning it to s^4^U. We found the same 3 peaks for the other three tRNA^Ser^s with the same responses to demethylase treatment (Fig. 4c–e). We found a demethylase-removable fourth peak for tRNA^Ser^(CGA) (Fig. 4e) which may represent m^1^A in tRNA species with shorter variable arms.

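Position 59 of tRNA Ser(CGA) was mutated in 0.416 ± 0.252 of the -DM reads of LF mice (SD, n = 3) and 0.511 ± 0.00295 of those of HF mice (SD, n = 2). With demethylase the fraction was 0.00453 ± 0.0015 in LF mice (SD, n = 3) and 0.00240 ± 0.0034 in HF mice (SD, n = 2). At position 59 of the other tRNA Ser groups, the -DM fraction was 0.252 ± 0.219 in LF and 0.0477 ± 0.0826 in HF mice for tRNA Ser(GGA) (SD, n = 3 each), and 0.0154 ± 0.0236 in LF (SD, n = 3) and 0.102 ± 0.092 in HF mice (SD, n = 2) for tRNA Ser(UGA). Position 58 of tRNA Ser(CGA) was at 0 ± 0 in LF mice (SD, n = 3) without demethylase. Positions were counted from the 3' end, so that tRNAs with variable arms of different lengths fall together and the third and the fourth peak are not separated in these values.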

We then analyzed bacterial taxon-dependent modifications. Examples in Fig. 5a were tRNA^Ser^(UGA) in the same microbiome sample. For this tRNA from *Lactobacillus*, class Bacilli, we readily identified mutation signatures consistent with m^1^A22 and s^4^U8 (Fig. 5a, Supplementary Fig. 9a), both were also known in tRNA^Ser^(UGA) of *B. subtilis*, class Bacilli. 

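The printed seed of *Lactobacillus* tRNA Ser(UGA) was mutated at m1A22 in 0.821 of the -DM reads of LF mouse 1 (2943 of 3584 reads, 95% Wilson interval 0.808 to 0.833), 0.887 of those of LF mouse 2 (0.866 to 0.906) and 0.911 of those of HF mouse 2 (0.879 to 0.936). In HF mouse 3 the fraction was 0.0566 at a coverage of 53 reads (0.0194 to 0.154). With demethylase it was 0.00925 in LF mouse 1 (0.0083 to 0.0103), 0.0139 in LF mouse 2 (0.0112 to 0.0172), 0 of 105 reads in LF mouse 3 (up to 0.0353) and 0 of 343 reads in HF mouse 2 (up to 0.0111). At s4U8 the -DM fraction was 0.0958 in LF mouse 1 (0.0809 to 0.113), 0.101 in LF mouse 2 (0.0751 to 0.135) and 0.100 in HF mouse 2 (0.0650 to 0.151). With demethylase the s4U8 fraction was 0.0617 in LF mouse 1 (0.0584 to 0.0652), 0.0705 in LF mouse 2 (0.0622 to 0.0799), 0.117 in LF mouse 3 (0.0577 to 0.222) and 0.106 in HF mouse 2 (0.0670 to 0.163). Each value is from a single library, and reads of other species within 2 mismatches of the seed are counted with it.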

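The printed seed of *Bifidobacterium* tRNA Ser(UGA) was mutated at m1A59 in 0.821 of 106 -DM reads of LF mouse 1 (95% Wilson interval 0.737 to 0.882), 0.917 of 96 in LF mouse 2 (0.844 to 0.957), 0.932 of 872 in HF mouse 2 (0.914 to 0.947) and 0.930 of 71 in HF mouse 3 (0.846 to 0.970). With demethylase it was mutated in 0.000803 of 1245 reads of LF mouse 1 (0.000142 to 0.00454), 0.00472 of 1907 in LF mouse 2 (0.00248 to 0.00895), 0.0231 of 173 in LF mouse 3 (0.0090 to 0.0579) and 0.00735 of 136 in HF mouse 2 (0.0013 to 0.0405). At position 8, 0 of 76 -DM reads of LF mouse 1 (up to 0.0481), 0 of 59 of LF mouse 2 (up to 0.0611) and 2 of 579 of HF mouse 2 (0.000948 to 0.0125) were mutated. At position 22 no more than 1 read was mutated in any of these libraries.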

For *Bifidobacterium*, class Actinobacteria, mutation signature consistent with an m^1^A in the T loop (m^1^A59 in standard tRNA nomenclature) can be readily identified, but this tRNA did not have s^4^U8 (Fig. 5a, Supplementary Fig. 9b). M^1^A59 modification has also been found in *Streptomyces griseus*^12^ in class Actinobacteria, although *S. griseus* is in the order Actinomycetales, whereas *Bifidobacterium* belongs to the order Bifidobacteriales. 

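In tRNA Phe(GAA) of *Bifidobacterium*, m1A58 was mutated in 0.808 of 146 -DM reads of LF mouse 1 (95% Wilson interval 0.737 to 0.864), 0.780 of 91 in LF mouse 2 (0.685 to 0.853) and 0.975 of 365 in HF mouse 2 (0.954 to 0.987). With demethylase the fraction was 0.00674 in LF mouse 1 (0.0045 to 0.0101), 0.00483 in LF mouse 2 (0.0031 to 0.0075) and 0.00691 in HF mouse 2 (0.0024 to 0.0201). Over all taxa and anticodons, 455 sites were called at m1A58, with a median fraction of 0.744, and 449 at m1A59, with a median of 0.797.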

We also identified the more common m^1^A58 modifications, e.g. in tRNA^Phe^ from *Bifidobacterium* (Supplementary Fig. 9c).

**Fig. 5:**
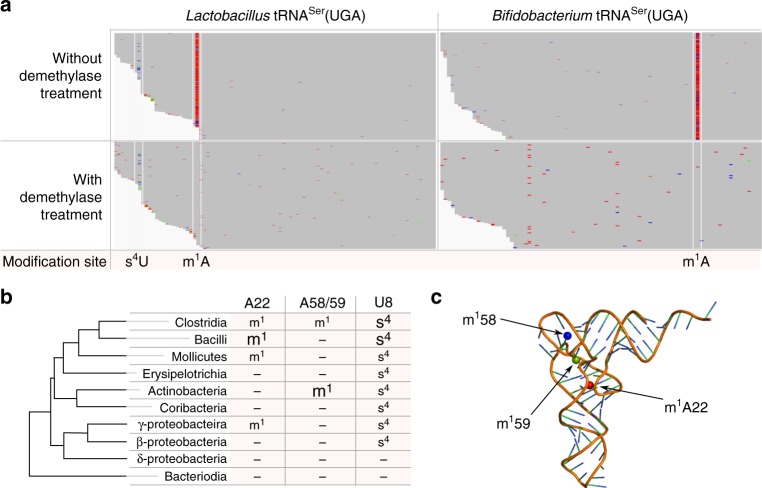
Taxonomic differences of modification sites. **a** Examples of aligning tRNA sequencing reads to two seed sequences of tRNA^Ser^(UGA) from *Lactobacillus*, class Bacilli, and *Bifidobacterium*, class Actinobacteria without and with demethylase treatment. Modification sites identified (s^4^U and m^1^A) are highlighted between the white lines. **b** m^1^A22, m^1^A58/59, and s^4^U8 identified in the abundant bacterial classes from Fig. 3c in the context of their phylogenetic relationship. Large fonts indicate bacterial classes in which the majority of the modifications are found (m^1^A22 in Clostridia and Bacilli, m^1^A58/59 in Actinobacteria, and s^4^U8 in Clostridia and Bacilli). **c** Proximal location of the m^1^A22 (red), m^1^58 (blue), and m^1^59 (green) modifications in a tRNA three-dimensional structure

We identified a class-dependent modification pattern at three positions (Fig. 5b). M^1^A22 was predominantly present in the closely related Clostridia and Bacilli classes. M^1^A58 and m^1^A59 were predominantly present in Actinobacteria. S^4^U8 is widely spread in most of the bacterial classes, but absent in Bacteriodia and Deltaproteobacteria. The absence of m^1^A and s^4^U in Bacteriodia is unlikely due to the lack of sequencing depth as this result is consistent with our bacterial culture study that did not find s^4^U8 for *B. viscericola* from class Bacteriodia (Fig. 2b). We superimposed the three m^1^A modifications onto the three-dimensional tRNA structure (Fig. 5c). M^1^A22, m^1^A58, and m^1^A59 all introduce a positive charge in the tRNA, and are all located in the elbow region of the tRNA structure, suggesting that they may serve a common function.

To investigate whether modification fractions changed between HF and LF group, we analyzed the mutation fractions of m^1^A and s^4^U sites in all tRNAs (Fig. 6). The mutation fraction is not fully quantitative for absolute modification fraction due to tRNA sequence context-dependent differences. However, comparative analyses of modification levels at each site between two samples can be interpreted with high confidence in regard to relative changes in modification fractions, as each site has the same sequence context. For Lachnospiraceae, m^1^A22 was present in eight tRNA anticodon groups, but in seven of the eight, the median level was higher in the HF than the LF samples (Fig. 6a). 

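The median m1A22 mutation fraction was higher in HF than in LF mice in 8 of the 8 anticodon groups of Fig. 6a, which read Cys, Gln, Glu and Ser codons, in -DM libraries. tRNA Gln(UUG) was at 0.762 in LF mice (308 seeds) and 0.867 in HF mice (75 seeds), tRNA Ser(CGA) at 0.836 (21 seeds) and 0.919 (5 seeds), and tRNA Ser(GCU) at 0.833 (232 seeds) and 0.905 (64 seeds). The smallest difference was in tRNA Cys(GCA), with 0.826 in LF and 0.843 in HF mice. Without HF mouse 2, 6 of the 8 groups were higher in HF mice, with a median difference of 0.0387 in place of 0.0582 and a lowest of -0.00711. With tRNA Ser(UGA) and tRNA His(GUG), the other groups with at least 3 seeds in each diet, 10 of 10 were higher in HF mice. This holds for seeds with a called site, while over all reads of tRNA Ser(UGA) seeds, called or not, position 22 was lower in HF mice (0.521 ± 0.182, SD, n = 2) than in LF mice (0.778 ± 0.028, SD, n = 3). Over the sites called in each mouse the median was 0.765 ± 0.012 in LF mice and 0.832 ± 0.027 in HF mice (SD, n = 3 each), higher in every HF mouse than in every LF mouse (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). With the reads of all called sites of a mouse pooled this separation ended, with HF mouse 1 at 0.731, below LF mouse 1 (0.751) and LF mouse 2 (0.737). In 3 of the 7 groups measured in all 6 mice, tRNA Gln(CUG), tRNA Gln(UUG) and tRNA Ser(GCU), every HF mouse was above every LF mouse, where chance gives full separation in either direction in 10% of groups. With each read counted at its nearest seed only, an alternative added after the data were seen, the median difference over the 8 groups was 0.0264 in place of 0.0582. limma on the logit of the fractions per mouse called 0 of 11 groups at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05, with tRNA Glu(CUC) at the lowest adjusted p of 0.0761, and it called 1 group at a coverage over 20 or 100, at a lowest fraction of 0.1 or without HF mouse 2. The groups hold the tRNAs of all taxa, while Fig. 6a shows Lachnospiraceae.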

For Bifidobacteriaceae, m^1^A58 and m^1^A59 were present in 12 tRNA anticodon groups; in all 12 groups, the median level was higher in the HF than the LF samples (Fig. 6b). 

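In -DM libraries the median fraction at m1A58/59 was higher in HF than in LF mice in 10 of 11 anticodon groups of Fig. 6b that had sites in both diets. tRNA Pro(GGG) was at 0.593 in LF mice (14 seeds) and 0.820 in HF mice (6 seeds), tRNA His(GUG) at 0.575 (31 seeds) and 0.799 (7 seeds), and tRNA Phe(GAA) at 0.778 (8 seeds) and 0.970 (1 seed). tRNA Thr(UGU) was lower in HF mice, with 0.521 (2 seeds) against 0.879 (6 seeds), and tRNA Ser(GCU) had 4 sites, in 2 LF mice. Of the groups with at least 3 seeds in each diet, 12 of 15 were higher in HF mice, among them tRNA Lys(CUU) with 0.815 in LF and 0.938 in HF mice. The median over the sites of a mouse was 0.748 ± 0.112 in LF mice and 0.827 ± 0.0018 in HF mice (SD, n = 3 each, exact permutation test, two-sided, p = 0.3), with LF mouse 1 the lowest of the 6 mice and HF mouse 1 at 5 sites. With the reads of all sites of a mouse pooled, HF mice 2 and 3 were the lowest, at 0.589 and 0.545, LF mice were at 0.633, 0.832 and 0.783, and HF mouse 1 lay between LF mice 2 and 3. limma called 0 of 17 groups at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05, with a lowest adjusted p of 0.412, and it called 1 group at a coverage over 20. The number of groups higher in HF mice was 6 at a coverage over 200, 6 without HF mouse 2 and 0 with no range of fractions, and the groups hold all taxa, while Fig. 6b shows Bifidobacteriaceae. Without HF mouse 2 fewer groups were compared, since tRNA Phe(GAA), tRNA Ser(GGA) and tRNA Thr(UGU) had HF sites in that mouse only. With no range unmutated seeds set the medians: in no group of Fig. 6b were over 24.9% of seed positions (tRNA His(GUG)) mutated in 0.05 or more of the reads.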

The m^1^A level change under dietary conditions of the mouse gut microbiome may be related to translation activity. In a human cell study, m^1^A modified tRNA had an increased affinity to the translation elongation factor and increased the expression of a reporter gene^33^. On the other hand, m^1^A-hypomodified tRNAs may be better tuned for interaction with other proteins in cells to perform extra-translational functions^34^.

**Fig. 6:**
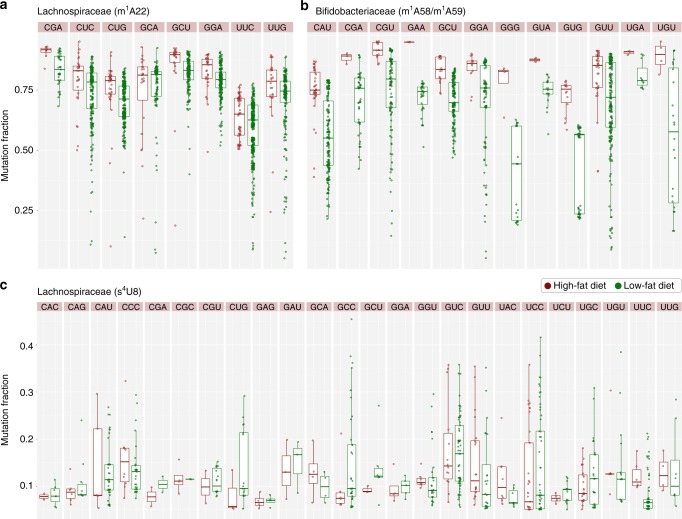
Comparisons of mutation fractions of HF versus LF samples. Bacterial families with the highest numbers of modifications at the respective nucleotides are shown. Each pair shows HF and LF samples with distinct anticodons marked on top. The amino acid whose codons are read by the corresponding tRNA with designated anticodon can be found in Supplementary Table 4. Box-and-whisker plots show median as a line, upper and lower quartiles in the box, and outliers outside of the line. **a** m^1^A22 from Lachnospiraceae, class Clostridia. **b** m^1^A58 and m^1^A59 from Bifidobacteriaceae, class Actinobacteria. **c** s^4^U8 from Lachnospiraceae, class Clostridia

For Lachnospiraceae, s^4^U8 was present in 24 tRNA anticodon groups; no clear preference for HF versus LF samples could be discerned (Fig. 6c), indicating that the s^4^U levels did not respond to the dietary conditions of the mouse gut microbiome. 

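In -DM libraries the median s4U8 fraction was higher in HF than in LF mice in 14 of the 24 anticodon groups of Fig. 6c and lower in 10, with a median difference of 0.00228. The groups with the largest positive differences were tRNA Thr(GGU), at 0.0963 in LF and 0.132 in HF mice, tRNA Cys(GCA), at 0.0994 and 0.122, and tRNA Ser(GGA), at 0.0828 and 0.101. The largest negative ones were tRNA Ala(CGC), at 0.0921 in LF and 0.0640 in HF mice, tRNA Gly(CCC), at 0.128 and 0.103, and tRNA Gln(CUG), at 0.106 and 0.0830. Of 34 groups with at least 3 seeds in each diet, 18 were higher in HF mice, and in 0 of 10 groups measured in all 6 mice did the diets separate. The median over the sites of a mouse was 0.0926 ± 0.0126 in LF mice and 0.101 ± 0.020 in HF mice (SD, n = 3 each, exact permutation test, two-sided, p = 0.5, where 3 mice against 3 cannot go below 0.1). limma called 0 of 35 groups at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05, with a lowest adjusted p of 0.715, but 2 groups without HF mouse 2. The count of 14 became 21 without HF mouse 2, 5 without HF mouse 3, 11 at a coverage over 100, 6 with reads pooled over seeds and 8 with seeds found in both diets only. The groups hold all taxa, while Fig. 6c shows Lachnospiraceae. From the lack of a clear preference for either diet, the paper concludes that s4U levels did not respond to the diet.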

S^4^U8 is known to serve as a sensor to elicit cellular responses to UV;^35^ gut microbiomes are not exposed to UV light and therefore may not adjust its s^4^U8 levels to dietary differences.

### tRNA modification fractions and protein expression levels

While differences across dietary conditions suggest tRNA modification fractions could reflect environmental responses, these results by themselves do not communicate whether modification fractions are associated with protein synthesis. To investigate associations between the m^1^A modification fractions observed in our study and protein synthesis, we used the gut metaproteomics data generated by Figeys, Stintzi, Mack, and co-workers^36^ also from mice fed with HF and LF diet. In their study, the authors describe a total of 849 proteins with significantly different expression levels between the HF and LF samples collected over a course of 43 days. The day 29 and 43 experimental conditions most closely resemble the experimental condition of our tRNA-seq experiment. The metaproteomics data from both day 29 and 43 showed a marked difference between HF and LF conditions (e.g., Figure 7a). Our taxonomic analysis assigned 77% (655/849) of these proteins to the class Clostridia (Fig. 7b), and we focused our subsequent analysis specifically on this group (Fig. 7c). To examine a possible relationship between these differentially expressed proteins and tRNA m^1^A modifications, we compared the amino acid and codon compositions of these proteins that are highly expressed in HF samples (log >1) and depleted in HF samples (log < −1). 

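Of the m1A22 sites called in -DM libraries of the 6 mice, tRNA Glu held 43.2%, tRNA Ser 22.5%, tRNA Gln 20.5% and tRNA Cys 11.8%. Among seeds with A at position 22 and a coverage over 50, 96.2% of 1319 tRNA Glu seeds, 92.7% of 369 tRNA Cys seeds, 88.5% of 684 tRNA Gln seeds and 83.0% of 805 tRNA Ser seeds were mutated in 0.05 or more of their reads. tRNA His and tRNA Tyr had 78.9% of 19 and 78.8% of 33 seeds mutated. Among groups with as many seeds with A22, tRNA Leu had 1.6% of 625, tRNA Gly 1.11% of 360 and tRNA Asp 3.05% of 197 mutated. At m1A22 the mutated reads carried U in 83.0 ± 1.3%, C in 10.4 ± 1.2% and G in 6.61 ± 1.9% (SD, n = 6 mice). The seeds are of all taxa, not of Clostridia alone.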

In Clostridia, m^1^A modification is present in tRNAs that decode amino acids Cys, Glu, Gln, and Ser (Fig. 6a). We combined amino acid residues or codons based on protein expression levels in HF over LF, and subtracted the compositions of HF over-expressed proteins minus the HF under-expressed proteins (Fig. 7d, e). In both cases, Cys and Glu, but not Gln and Ser are over-represented among the highly over-expressed proteins, although this over-representation was not unique to Cys and Glu.

**Fig. 7:**
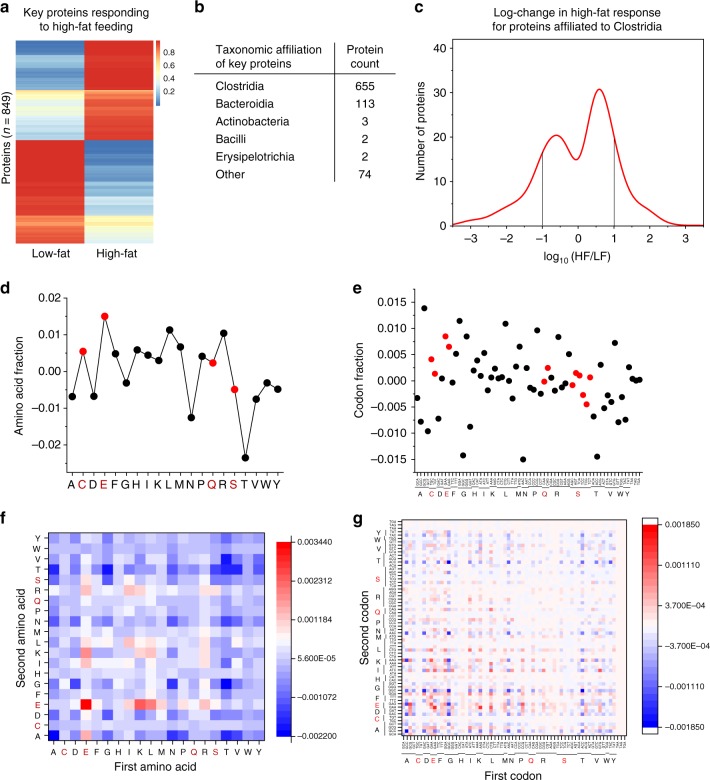
Analysis of differential protein expression and tRNA modification. Proteomics data from HF- and LF-fed mice were from reference^36^. **a** Average differential expression of 849 proteins between HF- and LF-fed mouse gut microbiome from day 43 mice that most mimics the experimental condition of our tRNA-seq experiment. **b** BLASTp protein sequence analysis shows that most of these proteins are from class Clostridia. **c** Quantitative difference between the clostridia proteins from day 43 mice. Lines show the boundaries of the proteins used for downstream analysis that are highly enriched (log >1, 88 proteins) or depleted (log< −1, 105 proteins) in HF over LF samples. The difference in amino acid (**d**) or codon content (**e**) determined by subtracting the compositions of HF over-expressed proteins minus the HF under-expressed proteins. The amino acids or codons for which their decoding tRNAs were found to contain m^1^A modifications are in red: Cys, Glu, Gln, Ser. The difference in amino acid pair (**f**) and codon pair content (**g**) determined by subtracting the pair compositions of HF over-expressed proteins minus the HF under-expressed proteins. The first amino acid represents the N-terminal residue and the first codon represents the 5’ codon

Since ribosome decoding includes an adjacent pair of mRNA codons in the A and P site, we also combined amino acid and codon pairs in a similar fashion (Fig. 7f, g, Supplementary Fig. 10). Excitingly, the top five most over-represented amino acid pairs in both day 29 and 43 HF over-expressed proteins relative to the HF depleted proteins were E-E (Glu-Glu), K-E (Lys-Glu), L-E (Leu-Glu), E-K (Glu-Lys), and R-E (Arg-Glu). For codon pairs, the top five most over-represented were GAG-GAA (Glu-Glu), AAG-GAA (Lys-Glu), GCG-GAG (Ala-Glu), CTG-GAA (Leu-Glu), and CCG-GAG (Arg-Glu) which closely matched the over-represented amino acid pairs. Decoding the top five over-represented amino acid and codon pairs all involves the m^1^A-containing tRNA^Glu^ (anticodon CUC, UUC) in HF samples (Fig. 6a). These proteomic results are therefore consistent with our hypothesis that tRNAs with higher m^1^A levels enhance the decoding of their respective amino acid/codon pairs. Overall, this analysis indicates that tRNA m^1^A modification level differences are consistent with m^1^A modified tRNAs facilitating increased expression of microbiome proteins with specific amino acid and codon contexts.

## Discussion

Here we described an approach to perform and characterize the high-throughput sequencing of tRNA transcripts that enables insights into the translational states of naturally occurring microbial communities. Although we previously have demonstrated the efficacy of tRNA-seq for studying human cells, the application of this strategy to study environmental microbes comes with unique experimental and computational challenges that have not been addressed previously.

Our study establishes a computational workflow for the recovery of tRNA sequences and the characterization of their abundance and modification patterns in environmental microbiomes. However, there is substantial room for further improvements. For example, the tRNA gene database we used for taxonomic annotations contained only gold-standard isolate genomes of bacteria. tRNA gene annotation from the large number of metagenome-assembled and single-amplified genomes^37^ could dramatically expand the database of reference tRNA sequences. This would be particularly important for applying tRNA-seq to ecological samples for which fewer isolate genomes are available. Our strategy to de novo identify tRNA sequences of identical origin to infer microbial community structures relied on an algorithm which has originally been developed for marker gene amplicon surveys^29,38^. However, unlike the sequencing products of most marker gene amplicon surveys, tRNA sequences contain more length variation. Hence, potential improvements of recovering abundance and distribution patterns through more specific algorithms warrant further study. Finally, strategies to select seed sequences for modification analyses directly influence the de novo identification of tRNA modification sites and mutation rates in environmental samples. While our current workflow only relied on seed sequences recovered from tRNA-seq data itself, this critical step could benefit from more comprehensive approaches that combine de novo identified sequences from tRNA-seq with the expanded reference database of tRNA gene sequences.

On the experimental side, bacterial tRNA modifications at the Watson–Crick face that cannot be removed by the demethylases can bias the quantitative analysis of tRNA-based taxonomy. This is particularly difficult for certain tRNA families with modifications 3’ to the anticodon that stop the thermophilic reverse transcriptase we used here. For example, the ms^2^i^6^A37 modification seems to be present in tRNA^Phe^ of three cultured bacteria we studied here. Because our current microbiome analysis assigns each tRNA to a specific anticodon, any read that stopped at this position would not have an anticodon assignment. Such modification-dependent RT stops can explain in part why on average only ~33% of tRNA reads were assigned to a unique anticodon in this work. One possible improvement is to chemically or enzymatically remove this modification from microbiome tRNA prior to cDNA synthesis. The relatively high biomass requirement, which is in the range of 0.1–10 µg total RNA, of the current experimental workflow poses another bottleneck. While this limitation is not necessarily a concern for gut microbiome studies, most applications of tRNA-seq to terrestrial and marine habitats with low microbial biomass will require improvements in molecular biology techniques.

Our analyses that used the same set of samples both with 16S rRNA gene amplicons and tRNA-seq revealed quantitative differences in estimates of taxonomic composition, which may be due to several factors. For instance, the taxonomic analysis of tRNA sequences in our study relied on a database of ~4000 isolate genomes with biases towards certain bacterial groups. In contrast, the same analysis for 16S rRNA gene amplicons used a database of >350,000 rRNA gene sequences. In addition, RT-stopping modifications can also bias tRNA abundances in a taxa-dependent manner. It is also worth noting that in contrast to the tRNA-seq workflow, the 16S rRNA gene amplicons originate from the genomic DNA through the use of ‘universal’ PCR primers, the efficiency of which may differ among microbial branches^39,40^, and can amplify environmental DNA from inactive or dead cells^41^. To what extent these factors are responsible for the observed differences and how they impact our understanding of microbial ecosystems need further investigation.

Besides these challenges, tRNA-seq comes with several distinct strengths as it offers access to an overall physiological assessment of all cells in a complex environmental sample through an actively expressed gene product via high-throughput sequencing. As it does not require any prior knowledge, tRNA-seq enables investigations of tRNA modifications associated with uncharacterized bacterial branches or tRNAs with non-canonical sequence and structural features. For instance, our application of tRNA-seq to mouse gut microbiome revealed previously unknown class-dependent tRNA modification patterns in bacteria. While m^1^A22 and s^4^U8 in Bacilli are the same as those in *B. subtilis*, here we were able to map the presence or absence of m^1^A22, m^1^A58, m^1^A59, and s^4^U8 in other bacterial classes. The class-dependent modification patterns at these locations suggest a non-identical use of tRNA modifications. Unexpectedly and excitingly, the m^1^A sites showed significant differences in their modification levels for the gut microbiome fed with different diets. Our analysis of amino acid and codon contents of the metaproteomes under the same dietary conditions lend support to our hypothesis that increased m^1^A modification levels enhance translation of specific proteins in the microbiome in an amino acid and codon context-dependent manner. These results suggest a potential use of modification fractions as molecular markers to investigate microbial responses to changing environments.

In summary, we described an approach that makes use of high-throughput sequencing of tRNA transcripts to gain insights into physiological states of naturally occurring microbial communities. tRNA-seq represents another direction in microbiome research as it relies on an actively expressed gene product that is core to protein synthesis machinery, universally abundant, and phylogenetically informative. It offers a complementary approach to the sequencing of 16S rRNA gene amplicons and genome-resolved metagenomics for broader characterization of environmental microbiomes.

## Methods

### Bacterial culture growth

We grew *E. coli* BW25113*, B. subtilis* 168, and *S. aureus* RN4220 cultures at 37 °C in Erlenmeyer flasks with a 10:1 flask medium ratio at 225 rpm in a shaker. We grew *E. coli* and *B. subtilis* in LB Lennox and *S. aureus* in tryptic soy broth. We obtained *Barnesiella viscericola* C46 from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ). We grew *B. viscericola* in serum vials under strict anaerobic conditions at 37 °C in chopped meat medium^42^. We harvested all cultures at midlog by centrifugation.

### Animals

All murine experimental procedures were approved by the University of Chicago Institutional Animal Care and Use Committee (IACUC). We followed all relevant ethical regulations. We bred C57BL/6 mice and maintained them under standard 12:12 h light/dark conditions at the University of Chicago. We fed age and litter-matched specific pathogen free (SPF) male C57Bl/6 mice between 8 and 12 weeks old either a purified low-fat (LF; Harlan Teklad TD.00102) diet, or high saturated milk fat (HF; Harlan Teklad TD.97222) diet for four weeks ad libitum. Diets were formulated by Harlan Teklad and compositions^43^. We γ-irradiated gnotobiotic diets and tested them for sterility prior to use. We anesthetized mice using 10 mg/ml ketamine/xylazine followed by exsanguination and cervical dislocation. We snap-froze cecal contents in liquid nitrogen and stored at −80 °C. Three mice each from LF or HF-fed group were used in this study.

### tRNA extraction, purification, and sequencing

We lysed cecal contents or pelleted bacteria in 400 μL of 0.3 M NaOAc/HOAc, 10 mM EDTA pH 4.8 with an equal volume acetate saturated phenol chloroform pH 4.8. We placed samples in a reciprocating bead beater for 45 s on maximum intensity using FastPrep lysing matrix B. We centrifuged samples at 21,000 rcf for 15 min at 4 °C before re-extraction and ethanol precipitation of total RNA. We purified tRNA by running RNA pellets on a 10% denaturing polyacrylamide gel and cutting type I and type II tRNA bands identified through UV shadowing. We obtained about 2 µg total tRNA from 25 µg total RNA. We eluted tRNA in 200 mM KCl/50 mM KOAc, ethanol precipitated, resuspended in water.

We performed tRNA sequencing as carried out for human tRNA studies^8^. Briefly, starting from about 2 µg total tRNA, we left 1 µg tRNA untreated, and subjected the remaining 1 µg tRNA to demethylase treatment to remove Watson–Crick face methylations on tRNAs known to be present in bacterial tRNAs that can impede the processivity of reverse transcription (such as m^1^A or m^1^G). We performed reverse transcription of 100 ng of demethylase treated and untreated tRNA with a thermophilic reverse transcriptase (TGIRT), which synthesizes cDNA with high processivity. TGIRT only requires base pairing with the 3’ terminal nucleotide, which is adenosine in all mature tRNAs, hence no sequence-specific primer is needed. We purified and eluded cDNAs on a 10% polyacrylamide denaturing gel, circularized cDNA and followed by PCR amplification of 12 cycles for Illumina library construction. We sequenced each tRNA sample twice: with demethylase treatment to generate data for stringent abundance measurement and without demethylase treatment to generate data for modification analysis.

### 16s rRNA gene sequencing

We used a fraction of total cecal contents to extracted genomic DNA by lysing samples in 100 µL water with an equal volume phenol/chloroform and 100 µL of 0.5 mm glass beads. We then performed five 1 min vortexing cycles followed by1 min on ice in between each cycle. We then centrifuged samples for 15 min at 21,000 × *g* at 4 °C, re-extracted, and used ethanol precipitation to yield purified genomic DNA. We then produced amplicon libraries targeting the V4 region of the 16S rRNA gene using barcoded PCR primers 515F (5′-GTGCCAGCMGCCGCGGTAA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) for Illumina MiSeq^44^. Sequencing of these libraries at the Environmental Sample Preparation and Sequencing Facility (ESPSF) at Argonne National Laboratory generated 151 bp paired-end amplicon sequences.

### Analysis of the 16S rRNA gene amplicons

We removed low-quality reads from the raw sequencing results using illumina-utils^45^ (available from https://github.com/merenlab/illumina-utils). For the analysis of 16S rRNA gene amplicons data, we used the program ‘iu-merge-pairs’ with default parameters, which merged partially overlapping paired-end Illumina reads while simultaneously removing any pair with more than 3 mismatches at the overlapped region. For pairs with three or less mismatches, we picked the base to be used in the final merged sequence from the read with the higher Q-score. However, if neither of the reads had a Q-score higher than Q10 at a position of mismatch, we also discarded the pair to diminish the impact of noise to the final results. We used Minimum Entropy Decomposition^29^ with default parameters to cluster high-quality 16S rRNA gene amplicons at 1-nt resolution, and GAST^46^ to assign taxonomy to each read individually.

### Analysis of bacterial culture tRNA-seq data

We performed tRNA-seq analysis for bacterial cultures, each with a single reference genome, in the same way as described in detail for human tRNA-seq analysis^8,20^. A brief description follows. We aligned sequencing reads using Bowtie 1.0^47^ to a modified tRNA genome file containing annotated tRNA genes for each of the four bacterial species from Genomic tRNA database^32^. When needed, we appended 3’-CCA to tRNA genes so that all tRNA genes end with 3’-CCA. Prior to mapping, we processed reads using Trimmomatic v0.32^48^ using default parameters to remove de-multiplexing and to remove primers, adapters, or any other low-quality sequences. We aligned sequences longer than 15 bp to the library using Bowtie 1.0 with sensitive options using the highest allowed mismatch settings for Bowtie 1.0. We mapped reads to all references simultaneously, and we reported only one alignment declared as valid by the respective mapping software for each read. For each position in the reference file, we calculated the following: at each position, how many total counts were present, how many mutations, and how many aligned reads stopped at the position.

### Analysis of microbiome tRNA-seq data

Because tRNA molecules (74–96 nucleotides) are shorter than 100 bases, the short insert size results in sequencing of the same molecule twice and the additional sequencing of the Illumina adapters. As a result, the overlapping region in the alignment of the first read and the reverse-complement of the second read in a given pair represents the sequence of the tRNA molecule, and the tailing ends represent the Illumina adapters. To recover tRNA sequences in this dataset we also used the program ‘iu-merge-pairs’, but with two additional flags and an additional parameter: --retain-only-overlap (to keep only the overlapping region while trimming tailing ends from both reads in a pair), --marker-gene-stringent (to align the reverse-complement of the second read even if the alignment occurs between the end of the second read and the beginning of the first read --which is a unique case for short inserts), and --max-num-mismatches 0 (to remove any pair if there was a disagreement between the aligned portions to increase the quality dramatically as described in ref. ^45^). We developed a software tool to identify tRNA sequences in the raw sequencing results: tRNA-seq-tools (available from https://github.com/merenlab/tRNA-seq-tools). We used the tRNA-seq-tools program ‘trna-profile’ with default parameters to identify all sequences that matched our criteria for standard tRNA (Supplementary Fig. 3). Standard tRNAs contain several secondary structural regions: the acceptor stem, TΨC stem-loop, anticodon stem-loop, D stem-loop, and a short variable loop of 4–5 residues (type I tRNA) or a long variable stem-loop of 13–22 residues (type II tRNA). Conserved sequences at defined positions include the 3’-CCA, a C and GTTC in the T stem-loop, and TXXX(A/G) in the anticodon loop where XXX is the unique identifier for the anticodon residues. All reads in our sequencing method start from the 3’-CCA, so that each read can be assigned to a unique anticodon (Fig. 3a, Supplementary Fig. 3). From the self-contained database of tRNA sequences ‘trna-profile’ generated for each sample, we recovered tRNA sequences (full-length or non-full-length but with/or without anticodon), and sequences matching to a specific anticodon using the programs ‘trna-get-sequences’ and ‘trna-gen-anticodon-profile’. We used the full-length tRNA sequences to characterize the community composition de novo using Minimum Entropy Decomposition^29^ with default parameters. For taxonomy assignment, we generated a database of tRNA sequences tRNAscan-SE (v1.3.1)^49,50^ identified from 4,235 gold-standard bacterial genomes (non-endosymbiont genomes with an assembly level of ‘chromosome’) stored in the Ensembl Genomes 2016 database^31^. We then queried our database of tRNA sequences with GAST (queried in March 2017)^46^ to individually assign taxonomy to each high-quality read in our tRNA sequencing results. We generated hierarchical clustering dendrograms with Bray-Curtis distance metric and Ward clustering algorithm to compare sample community profiles for both tRNA sequences and 16S rRNA gene amplicons.

### Analysis of microbiome tRNA modifications

(a) Derivation of seed sequences from tRNA reads: To identify modified nucleotides in tRNA by read mapping, we first constructed a reference database consisting of seed sequences to which raw tRNA reads were then mapped back. For each FASTA file containing tRNA reads from each demethylase-treated sample, we grouped identical reads and collapsed them into a single sequence and recorded its count. We then clustered the resulting sequences to further reduce redundancy using CD-HIT (v4.6.8)^51^ with sequence identity threshold set to 0.98. To reduce the impact of noise, we discarded any cluster with 5 or less reads. For each remaining cluster, we chose a representative read to generate a seed sequence by performing the following procedure. First, to obtain as many high-quality full-length tRNAs as possible, we used tRNAscan-SE (v2.0)^50^ to evaluate the longest read in each cluster and kept only sequences with tRNAscan-SE score ≥50 to ensure that the resulting seed sequence had a high likelihood to fold like a tRNA for subsequent processing. The longest read could be truncated due to the RT stops at the 5’ end. 

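In 55.2% of the 26290 clusters that gave a seed, the most abundant read lay within the longest read with no mismatch, with 51.1% (LF mouse 2) to 71.2% (HF mouse 3) per mouse. Of all 40192 clusters over 5 reads, this held for 50.2%. In 41.9% (LF mouse 2) to 62.6% (HF mouse 1) of the clusters with a seed, the longest read had more than 3 bases beyond the most abundant one. Clusters were built here with at most 1 mismatch between overlapping reads, in place of CD-HIT.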

In >93% of all clusters, the seed sequence derived from the longest read was consistent with the most abundant read (with 100% sequence identity). Second, truncation of 5’ ends in some of the representative reads from different clusters may lead to generation of identical seed sequences. After removing these redundant sequences we obtained the reference database from each demethylase-treated sample for subsequent alignment of tRNA reads.

*(b) Mapping of tRNA reads and identification of mutations:* To obtain mutation signatures we ran the alignment program Bowtie^47^ on each seed for both libraries with and without demethylase treatment allowing two mismatches. To minimize sequencing artifacts where mutations might be present because of low coverage for a given seed we kept only the alignment results with total coverage of >50 at each nucleotide position. We then generated an output file for each nucleotide position, with the mutation fraction between 0.05–0.98. We used this range because mutation fractions <0.05 had a higher likelihood to be false positives derived from sequencing errors, whereas mutation fractions >0.98 might be derived from a highly abundant but redundant seed sequence that was removed in the last step of seed sequence identification. We further filtered the result by removing those positions where their mutation was only to one of the three possible sequences. These sites likely corresponded to single nucleotide polymorphisms in tRNA sequences. This step was justified because all bacterial culture mutations (Figs 1, 2) had two or three sequence changes, albeit at different ratios. For example, s^4^U produced both U-to-C and U-to-A mutations, but U-to-C is present at higher frequency than U-to-A. We performed one last filter to remove redundant entries from the seeds that differed by two nucleotides because these generated identical mutation results once we allowed two mismatches in Bowtie alignment.

We analyzed the alignment results by converting to binary BAM format, sorted and indexed using SAMtools (v1.5)^52^. We calculated the overall mutation rate and fractions of mutated nucleotide for each position in each seed sequence and kept only positions with depth of coverage >50 and mutation rate in the range of 0.05–0.98 for subsequent filtering. We defined positions with 2 zero nucleotide fractions as SNPs (single nucleotide polymorphisms) and removed them from the list of mutation entries. We also discarded the redundant mutation entries with the same nucleotide fractions provided that their seed sequences contained the same anticodon and differed by no more than 2 bases. These seed sequences were originated from the same tRNA sequence but were not grouped into one cluster in the previous steps.

(c) Graphing overall mutation rates for seed sequences in each anticodon family: We performed multiple sequence alignments for all seed sequences in each anticodon family by using MAFFT (v7.369b)^53^. For each aligned position we calculated a weighted sum of mutation rates from all seed sequences while excluding gaps and SNPs from the summation.

As expected, the degree of identification of mutation signatures depends on the sequencing depths of the individual sample. 

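A coverage over 50 in the -DM library was reached at position 22 of the *Lactobacillus* tRNA Ser(UGA) seed and at position 59 of the *Bifidobacterium* tRNA Ser(UGA) seed in LF mice 1 and 2 and in HF mice 2 and 3, and these sites were called in each of them. At position 22 the call in HF mouse 3 was narrow, at a fraction of 0.0566 and a coverage of 53 reads. The fraction there was 0.821 in LF mouse 1, 0.887 in LF mouse 2 and 0.911 in HF mouse 2. In the -DM library of LF mouse 3, 16 reads covered position 22 of the *Lactobacillus* seed, 13 of them mutated, and 10 covered position 59 of the *Bifidobacterium* seed, 8 of them mutated. In HF mouse 1, each of these positions was covered by 2 reads, 1 of them mutated at position 22 and 2 at position 59. The s4U8 site of the *Lactobacillus* seed was called in the -DM libraries of LF mice 1 and 2 and HF mouse 2, and 2 of 18 reads were mutated there in HF mouse 3.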

As an example, the m^1^A and s^4^U signatures in *Lactobacillus* and *Bifidobacterium* tRNA^Ser^(UGA) (Fig. 5a) can be found in all three LF samples and two of the three HF samples (HF02 and HF03), consistent with the sequencing coverage of these samples (Supplementary Table 2).

### Analysis of the microbiome metaproteomics data

In the microbiome metaproteomics study from Mack, Stintzi, Figeys, and co-workers (MetaPro-IQ)^36^, 849 proteins were identified that have significantly different expression levels between high-fat and low-fat-fed mouse gut microbiome. We obtained the individual expression level of these proteins from Table S5 of the MetaPro-IQ paper. The MetaPro-IQ authors performed an iterative database search strategy in the MeaPro-IQ workflow to identify the protein sequences using the gut microbial gene catalog from reference^54^ as the reference database. We then requested this catalog of mouse gut metagenome comprising  ~2.6 million nonredundant genes from the authors and extracted the 849 coding sequences corresponding to the above 849 proteins according to their entry IDs.

We obtained the taxonomic assignment for each of the 849 proteins using BLASTp, followed by converting the GI# of the top hit to the taxon ID. Among the hits, 98.9% had *e*-value <*e*−14, these were used for subsequent analysis. Among those, 96.8% had >50% amino acid sequence identity and the remaining had an identity between 26.7 and 49.8%. We found that 77% of these (655/849) most closely match or resemble proteins in class Clostridia. These 655 proteins were analyzed further by counting the frequency of the amino acid residues or codons, either singly or in adjacent pairs, and comparing the protein groups that are highly over-expressed or depleted in HF versus LF samples.

### Code availability

The source code of tRNA-seq-tools is accessible at https://github.com/merenlab/tRNA-seq-tools.

## Electronic supplementary material

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The raw sequencing data have been deposited in NCBI GEO database, accession number GSE100263. Figures 1–6 have associated raw data from the deposited raw sequencing data above. Figure 7 raw data was from the published work in ref. ^36^. A Reporting Summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Microbiome characterization by high-throughput transfer RNA sequencing and modification analysis
**Source:** Nat Commun. 2018 Dec 17;9:5353. doi: 10.1038/s41467-018-07675-z
**Supplement:** Supplementary file 1 — Supplementary Information

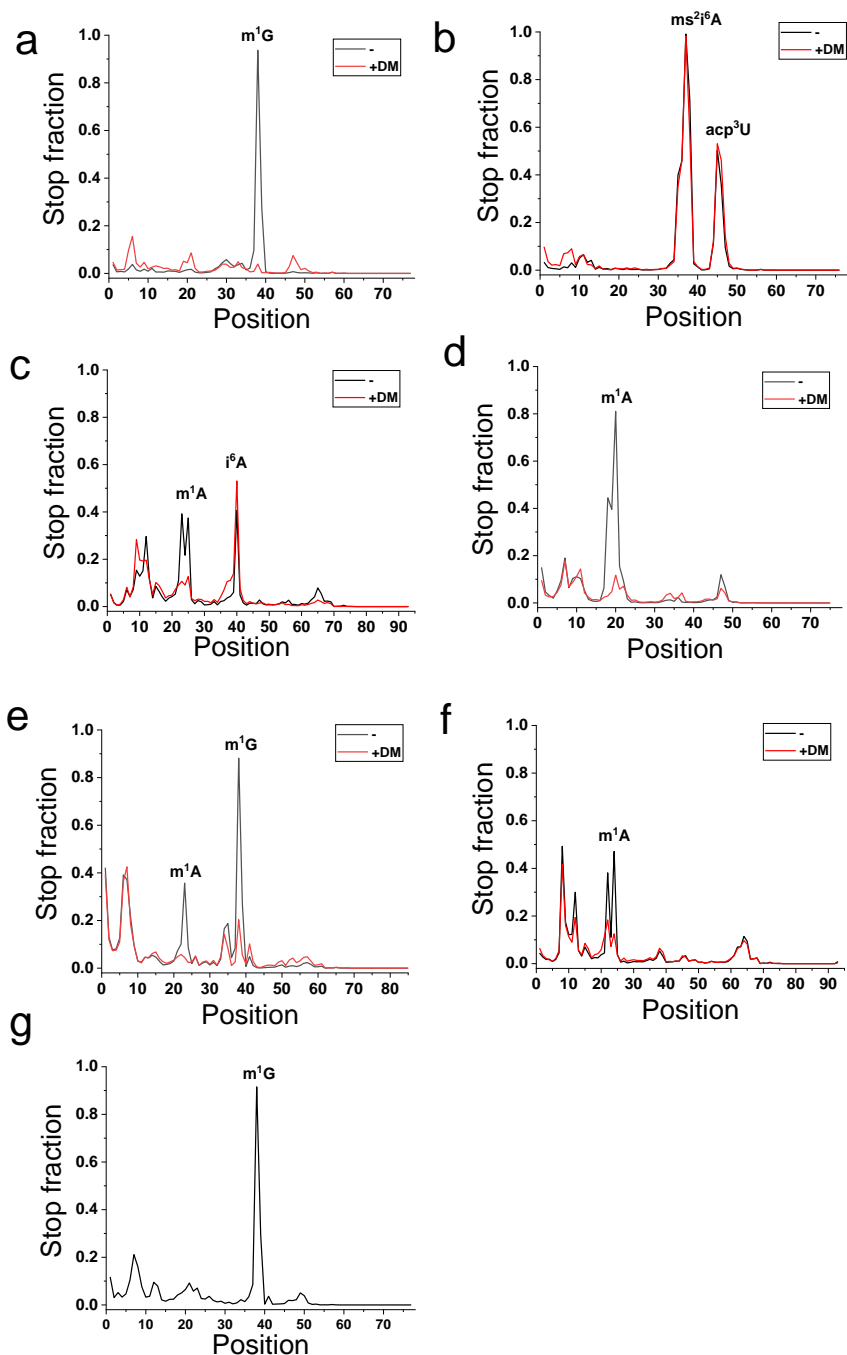

Supplementary Fig. 1: tRNA modifications of bacterial cultures from RT stops. Stop fractions are shown for the same tRNAs in Figure 1. Seq-data without demethylase treatment is in black, with demethylase treatment (+DM) in red. Called modifications are indicated by circles. (a) *E. coli* tRNA^{Pro}(CGG), m¹G37. (b) *E. coli* tRNA^{Phe}(GAA), acp³U47, ms²i⁶A37. (c) *B. subtilis* tRNA^{Ser}(UGA), i⁶A37, m¹A22. (d) *B. subtilis* tRNA^{Glu}(UUC), m¹A22. (e) *S. aureus* tRNA^{Leu}(UAG), m¹G37, m¹A22. (f) *S. aureus* tRNA^{Ser}(GCU), m¹A22. (g) *B. viscericola* tRNA^{Arg}(ICG), m¹G37.

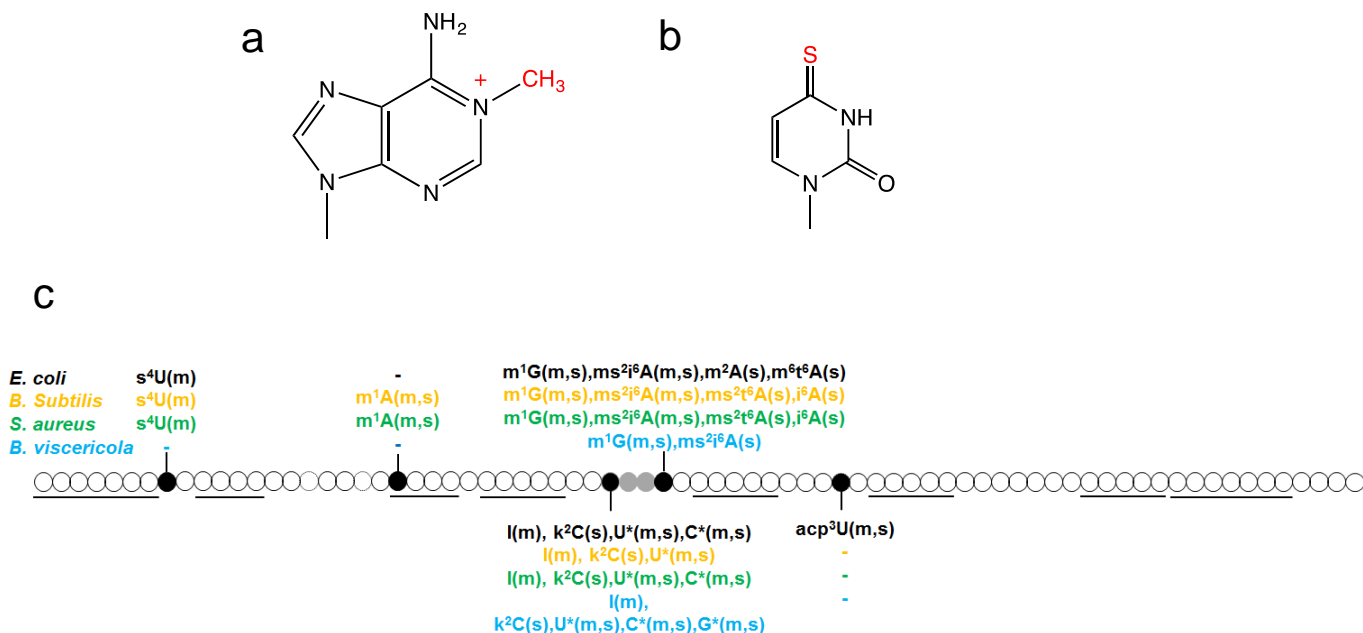

Supplementary Fig. 2: Overall pattern of modifications detected by DM-tRNA-seq in bacterial cultures. (a) chemical structure of N1-methyladenosine (m¹A). (b) Chemical structure of 4-thiouridine (s⁴U). (c) Base paired regions in the tRNA secondary structure are underlined. Anticodon nucleotides are in gray circles. The four bacteria are color coded. tRNA positions with known Watson-Crick face modifications in *E. coli* and *B. subtilis* are in filled circles; they include s⁴U8, m¹A22, a large number of 34 (wobble position) and 37 modifications, and acp³U. (m) and (s) represents modification identification using mutation or stop, respectively in DM-tRNA-seq. Modification types of *S. aureus* and *B. viscericola* are inferred from the known *E. coli* and *B. subtilis* modifications.

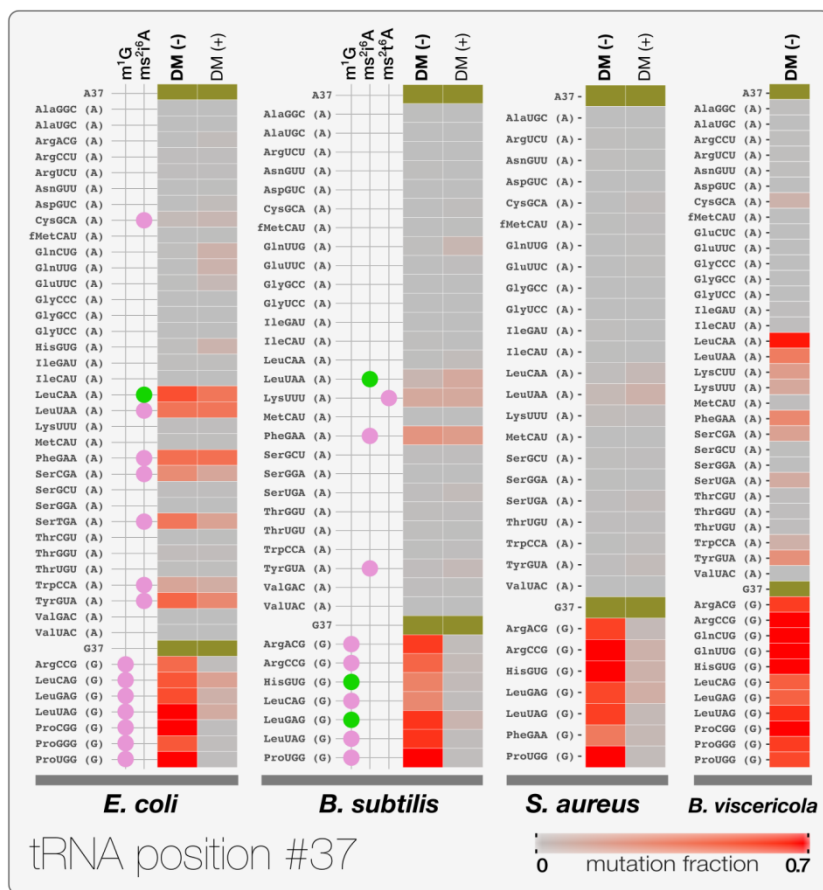

- previously known modification site, and sequencing also showed
- previously unknown modification site, yet sequencing showed

Supplementary Fig. 3: Heatmap of mutation fractions of tRNA position 37. tRNAs with different anticodons are grouped by their sequences at the respective position of modification (in parenthesis) and in alphabetical orders. Only *E. coli* and *B. subtilis* tRNA modifications have been mapped previously by 2D-TLC and LC/MS, but the mapping was not done for every tRNA species. *E. coli* and *B. subtilis* tRNA species with mutation fraction at 10-times above background is marked with a circle on the left with the following designations: Purples correspond to those known to be present and also identified by sequencing here; greens correspond to those not mapped previously but identified by sequencing.

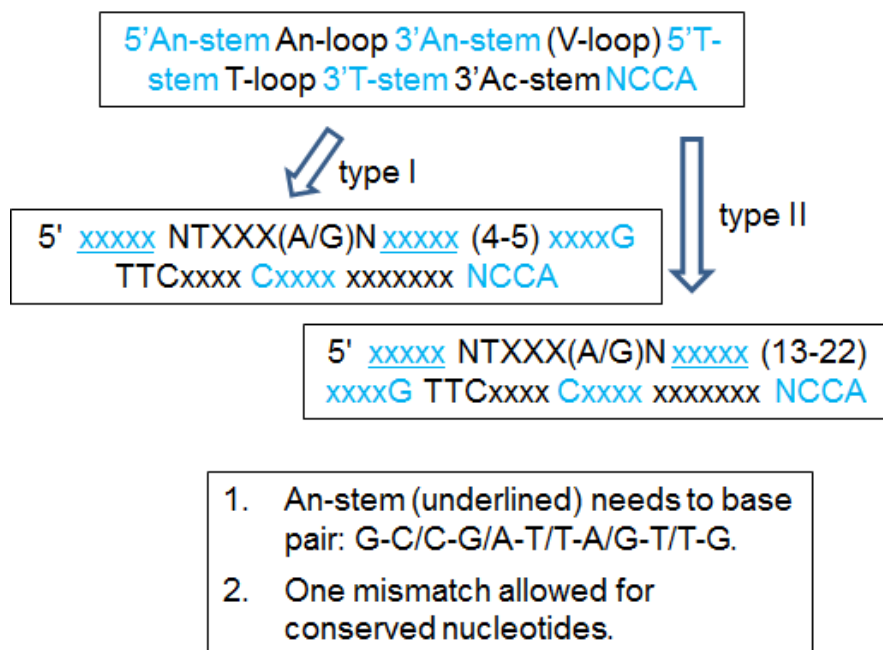

Supplementary Fig. 4: Definitions used in *de novo* identification of tRNAs in the sequencing data. Type I and type II tRNAs differ by having a short (I) or long (II) variable loop. The locations of the conserved nucleotides in the tRNA secondary structure are shown in Fig. 3a. Additional criteria for the search include the base pairing rule of the anticodon stem and allowing one mismatch among the conserved nucleotides.

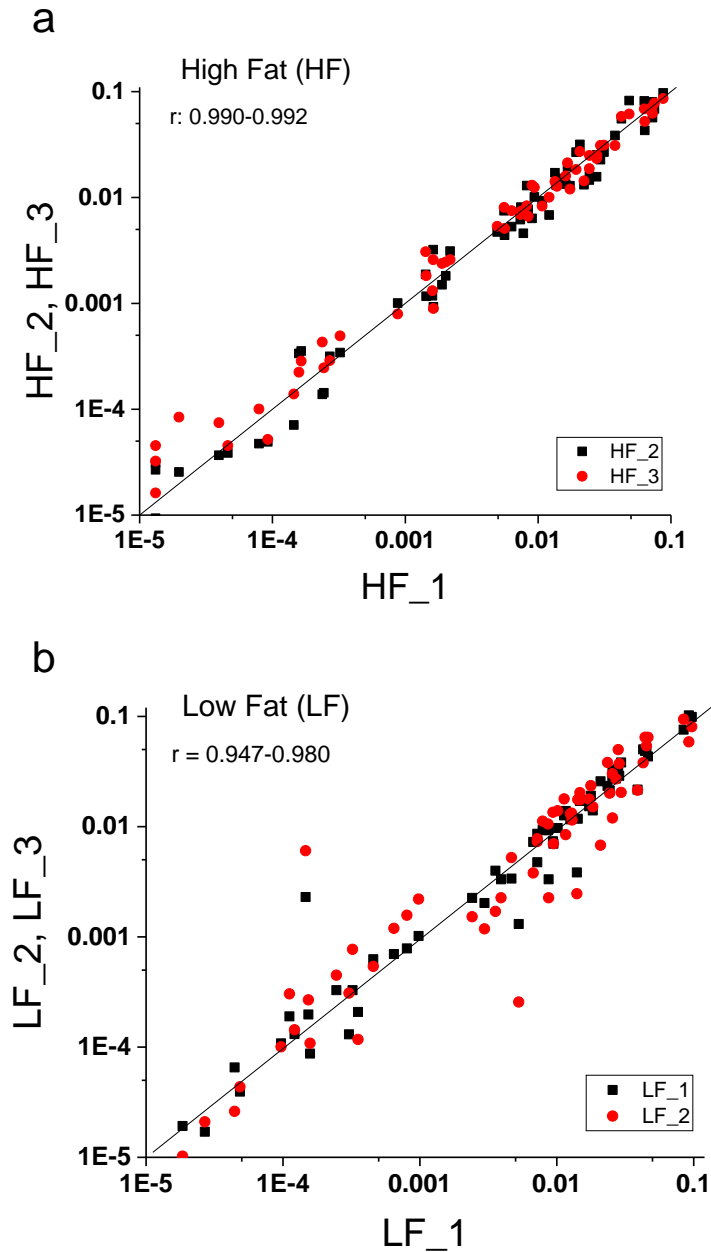

Supplementary Fig. 5: HF or LF sample relationship plots of tRNA abundance grouped by anticodons. Demethylase treated samples are shown. Line shows the diagonal of the plot. The very low abundant anticodon groups generally have A in the wobble position which is rare in the bacterial tRNA genes. These very low abundant anticodon groups may in part be derived from mutations induced by modifications at the wobble position or sequencing errors.

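In each of the 6 +DM libraries, 12 of the 15 anticodon groups with the fewest reads had A34. The median share of the A34 groups was 0.00304% (LF mouse 3) to 0.00433% (LF mouse 2) in LF mice and 0.00107% (HF mouse 1) to 0.00298% (HF mouse 3) in HF mice. The median share of the other groups was 1.34% (LF mouse 3) to 1.37% (LF mouse 1) in LF mice and 0.835% (HF mouse 2) to 0.976% (HF mouse 3) in HF mice. Reads that show ACG took 0.0101% to 0.0244% of the +DM reads in LF mice and 0.0137% to 0.0305% in HF mice. This is not the share of tRNA Arg(ACG), whose A34 is modified to inosine by the paper's supplement and is read as G, so that its reads count as GCG.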

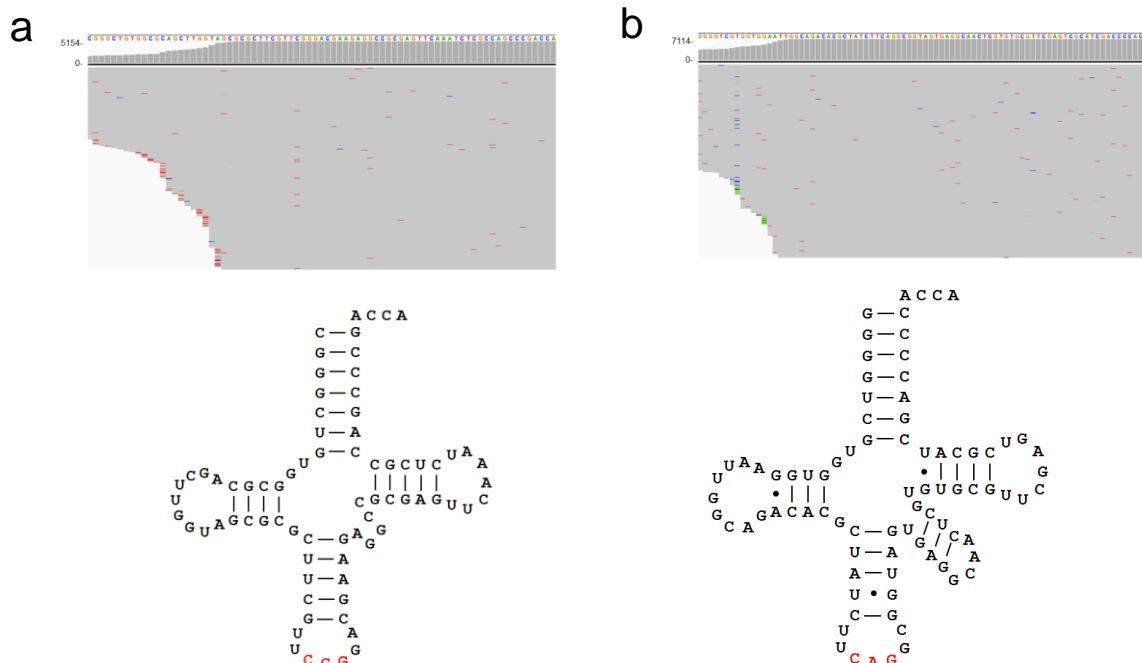

Supplementary Fig. 6: Examples of aligning tRNA sequencing reads. A type I tRNA^{Pro}(CGG) sequence (a) and a type II tRNA^{Leu}(CAG) seed sequence (b) obtained from *de novo* tRNA sequence analysis. One mismatch was allowed in the alignment. The tRNA^{Pro} is assigned to *Bifidobacterium* (class Actinobacteria). The tRNA^{Leu} is assigned to *Faecalibaculum* (class Erysipelotrichia).

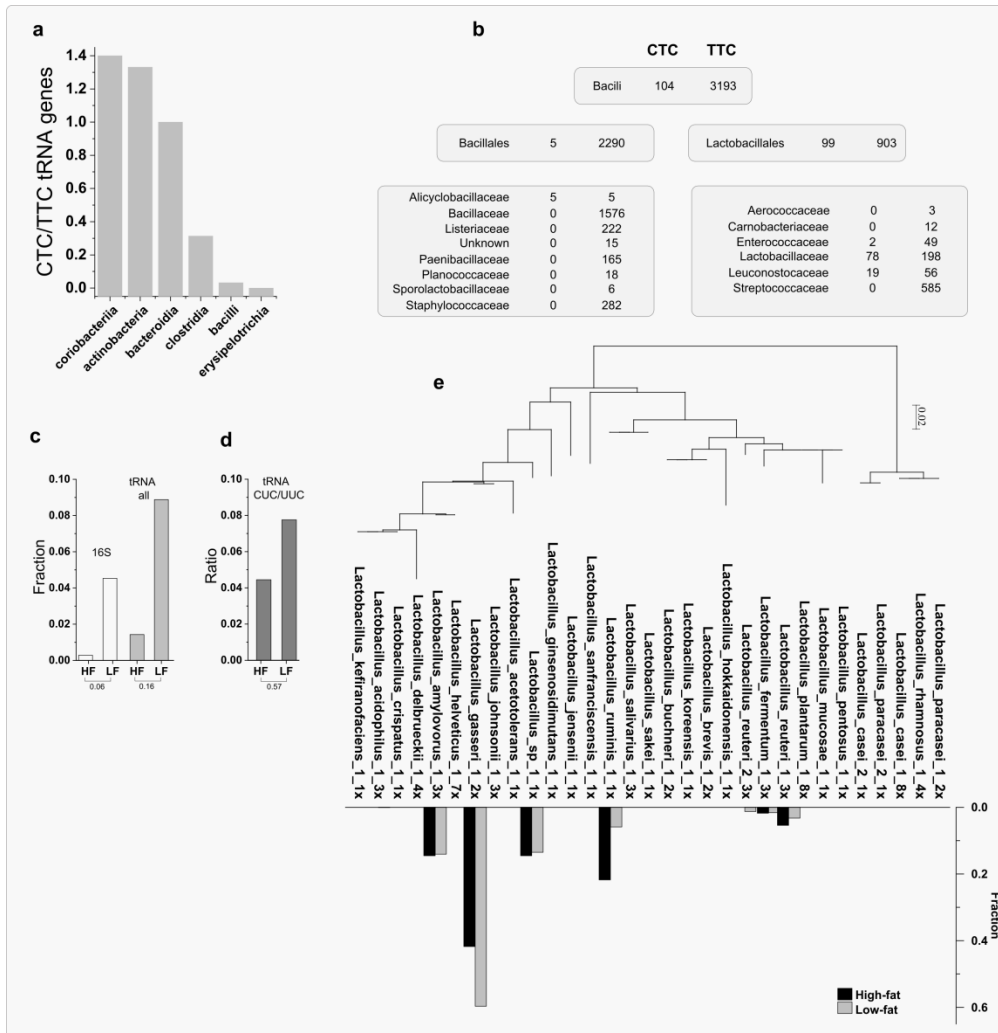

Supplementary Fig. 7: Additional analysis of anticodon-based tRNA expression taxonomy. Results are for tRNA^{Glu}(CUC) and tRNA^{Glu}(UUC). (a) The ratio of CTC/TTC genes in the tRNA gene database used in our tRNA taxonomy analysis for the six major classes present in the mouse cecum microbiome. (b) Further division of CTC/TTC genes in Bacilli at the level of class, order and family. CTC genes are concentrated in one single family of Lactobacillaceae. (c) Lactobacillaceae taxonomy based on 16S-seq (open bars), tRNA-seq from all anticodons (light gray bars). (d) Relative expression of tRNA^{Glu}(CUC) over tRNA^{Glu}(UUC) of Lactobacillaceae by tRNA-seq. (e) Lactobacillus is the only genus found in the Lactobacillaceae family by tRNA-seq in mouse cecum. Among the 31 CTC gene groups in Lactobacillus, some are present in multiple copies (marked by _nx). ClustalX alignment shows 18 different sequences among the 31 groups. Six of 18 sequences can be identified in the tRNA-seq data; the proportion of each is shown in dark (HF) and gray (LF) bars.

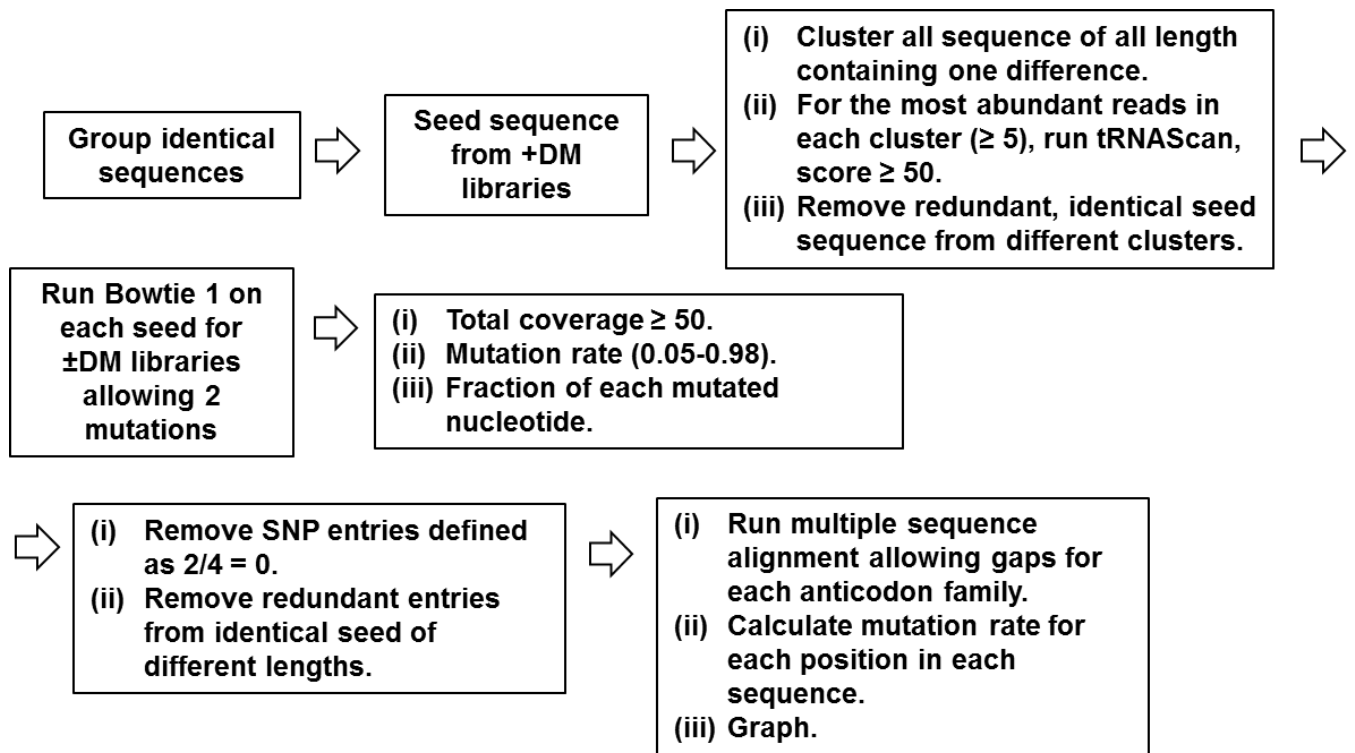

Supplementary Fig. 8: Step-by-step flow diagram for the analysis of microbiome tRNA modifications.

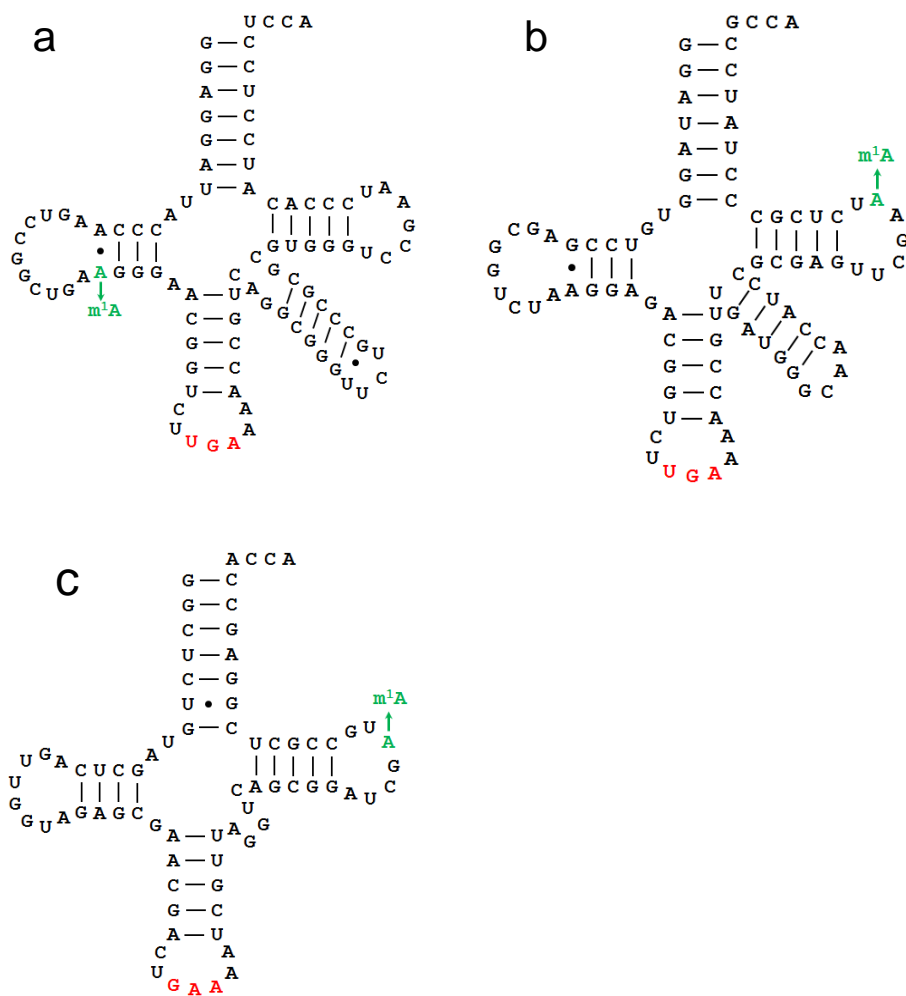

Supplementary Fig. 9: Examples of tRNA sequences containing m¹A modification. (a) m¹A22, tRNA^{Ser}(UGA), *Lactobacillus*; (b) m¹A59, tRNA^{Ser}(UGA), *Bifidobacterium*; (c) m¹A58, tRNA^{Phe}(GAA), *Bifidobacterium*.

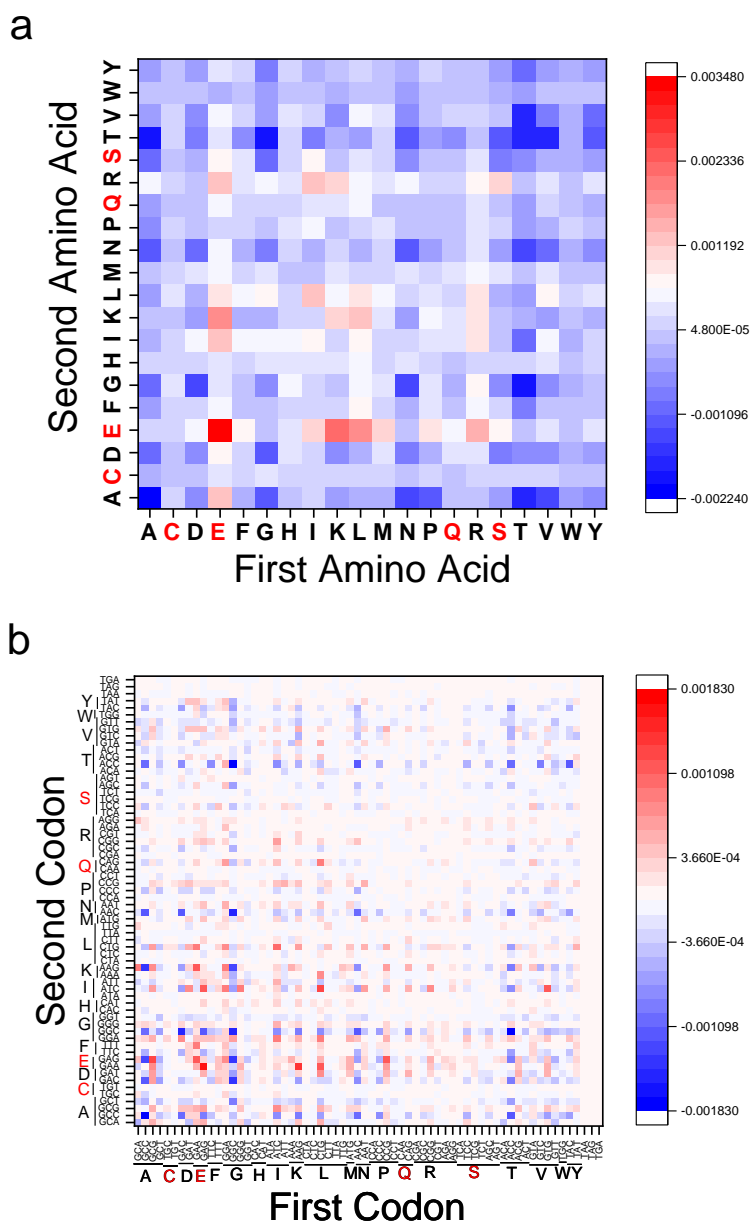

Supplementary Fig. 10: Amino acid and codon pair analysis of the day 29 meta-proteomics data. Same as Figure 7f (panel a here) and 7g (panel b here), except using day 29 data.

Supplementary Table 1: Anticodon loop modifications in bacterial cultures by DM-tRNA-seq^a

<i>tRNA</i>	<i>Ec</i> 34 ^b	<i>Ec</i> 37	<i>Bs</i> 34	<i>Bs</i> 37	<i>Sa</i> 34 ^c	<i>Sa</i> 37 ^c	<i>Bv</i> 34 ^c	<i>Bv</i> 37 ^c
AlaGGC<br>AlaTGC		m ² A			x	x		
ArgACG<br>ArgCCG<br>ArgCCT<br>ArgTCT	I	m ¹ G	I<br>x	m ¹ G<br>m ¹ G<br>x	I<br>x	m ¹ G<br>m ¹ G<br>x	I	m ¹ G<br>m ¹ G
AsnGTT		m ² A						
AspGTC								
CysGCA		ms ² i ⁶ A						ms ² i ⁶ A
fMetCAT								
GlnCTG<br>GlnTTG		m ² A<br>m ² A	x	x	x<br>U*	x		
GluCTC<br>GluTTC	x	x<br>m ² A	x	x	x	x		
GlyCCC<br>GlyGCC<br>GlyTCC			x	x	x	x		
HisGTG		m ² A		m ¹ G		m ¹ G		m ¹ G
IleGAT<br>IleCAT	k ² C		k ² C		k ² C		k ² C	
LeuCAA<br>LeuCAG<br>LeuGAG<br>LeuTAA<br>LeuTAG	C*<br><br>U*	ms ² i ⁶ A<br>m ¹ G<br>m ¹ G<br>ms ² i ⁶ A<br>m ¹ G	U*	i ⁶ A<br>m ¹ G<br>m ¹ G<br>ms ² i ⁶ A<br>m ¹ G	C*<br>x<br>U*	i ⁶ A<br>x<br>m ¹ G<br>ms ² i ⁶ A<br>m ¹ G	C*<br>G*<br>U*	ms ² i ⁶ A<br>m ¹ G<br>m ¹ G<br>ms ² i ⁶ A<br>m ¹ G
LysCTT<br>LysTTT	x	x	x	x<br>ms ² t ⁶ A	x	x<br>ms ² t ⁶ A		ms ² t ⁶ A<br>ms ² t ⁶ A
MetCAT								
PheGAA		ms ² i ⁶ A		ms ² i ⁶ A		m ¹ G		ms ² i ⁶ A
ProCGG<br>ProGGG<br>ProTGG		m ¹ G<br>m ¹ G<br>m ¹ G	x<br>x	x<br>x<br>m ¹ G	x<br>x<br>U*	x<br>x<br>m ¹ G	C*<br><br>U*	m ¹ G<br>m ¹ G<br>m ¹ G
SerCGA<br>SerGCT<br>SerGGA<br>SerTGA		ms ² i ⁶ A<br><br>ms ² i ⁶ A	x	x<br><br>i ⁶ A	x<br><br>U*	x<br><br>i ⁶ A		ms ² i ⁶ A<br><br>ms ² i ⁶ A
ThrCGT<br>ThrGGT<br>ThrTGT		m ⁶ t ⁶ A	x	x	x<br>x	x<br>x		
TrpCCA		ms ² i ⁶ A		i ⁶ A		i ⁶ A		ms ² i ⁶ A
TyrGTA		ms ² i ⁶ A		ms ² i ⁶ A		i ⁶ A		ms ² i ⁶ A
ValGAC<br>ValTAC					x	x	x	x

a. All tRNA sequences from the Genomic tRNA database (reference 32, <http://gtrnadb.ucsc.edu/>). Detected modifications defined as stop+mutation fractions > 0.3. x = no annotated tRNA gene in that organism.

b. *Ec* = *E. coli*; *Bs* = *B. subtilis*; *Sa* = *S. aureus*; *Bv* = *B. viscericola*. I: inosine; k²C: lysidine; C*, U*, G*: unknown; m²A: 2-methyl-A; m¹G: N1-methyl-G; ms²i⁶A: 2-methylthio-N6-isopentenyladenosine; m⁶t⁶A: N6-methyl-N6-threonylcarbamoyl-adenosine; ms²t⁶A: 2-methylthio-N6-threonylcarbamoyl-adenosine; i⁶A: N6-isopentenyladenosine.

c. Deduced from known *B. subtilis* and *E. coli* modifications.

Supplementary Table 2: Microbiome sequencing read counts, anticodon frequencies, seed sequences

DM-tRNA-seq

**Sample**	**Total merged**	**Total tRNA**	**Total tRNA with anticodon**	**Fraction anticodon/ tRNA**	**# Seed sequences**
LF 01	9,947,398	2,858,586	768,804	0.269	
LF 02	10,354,953	1,651,130	434,353	0.263	
LF 03	10,213,816	1,258,912	260,379	0.207	
HF 01	1,008,972	114,951	19,394	0.169	
HF 02	14,903,958	7,079,098	2,385,420	0.337	
HF 03	12,645,956	2,707,769	709,387	0.262	
LF 01_DM ^a	20,986,502	11,247,303	4,592,494	0.408	18,683
LF 02_DM	24,587,318	12,327,364	4,870,291	0.395	21,475
LF 03_DM	18,626,022	6,285,026	1,903,604	0.303	13,999
HF 01_DM	1,989,657	489,615	145,683	0.298	1,611
HF 02_DM	14,263,225	4,767,059	1,550,361	0.325	6,363
HF 03_DM	6,522,115	1,209,807	296,676	0.245	2,245

a. DM denotes for demethylase treated samples. LF = low-fat, HF = high-fat fed mouse samples.

16S-seq

**Sample**	**Number of pairs analyzed**	**Merged total**
LF 01	63,672	58,984
LF 02	26,585	25,959
LF 03	55,661	52,642
HF 01	62,304	58,849
HF 02	41,498	39,094
HF 03	56,363	52,682

Supplemental Table 3: Number of genomes used to generate the Gold Standard tRNA gene database at the bacterial class level

Class	Count	Class	Count
Acidimicrobiia	2	Flavobacteriia	69
Acidithiobacillia	5	Fusobacteriia	12
Acidobacteriia	6	Gammaproteobacteria	1078
Actinobacteria ^a	428	Gemmatimonadetes	2
Alphaproteobacteria	371	Gloeobacteria	2
Anaerolineae	1	Halobacteria	30
Aquificae	15	Ignavibacteria	2
Archaeoglobi	8	Methanobacteria	12
Bacilli ^a	742	Methanococci	14
Bacteroidia ^a	29	Methanomicrobia	49
Betaproteobacteria	292	Methanopyri	1
Blastocatellia	1	Mollicutes	106
Caldilineae	1	Negativicutes	8
Caldisericia	1	Nitrososphaeria	3
Chitinophagia	5	Nitrospira	6
Chlamydiia	110	Not Given	112
Chlorobia	11	Opitutae	3
Chloroflexia	6	Phycisphaerae	1
Chrysiogenetes	1	Planctomycetia	6
Chthonomonadetes	1	Rubrobacteria	2
Clostridia ^a	147	Solibacteres	1
Coriobacteriia ^a	9	Sphingobacteriia	6
Cytophagia	20	Spirochaetia	90
Deferribacteres	5	Synergistia	7
Dehalococcoidia	13	Thermococci	20
Deinococci	20	Thermodesulfobacteria	3
Deltaproteobacteria	68	Thermoleophilia	1
Dictyoglomia	2	Thermomicrobia	2
Elusimicrobia	1	Thermoplasmata	8
Endomicrobia	1	Thermoprotei	53
Epsilonproteobacteria	160	Thermotogae	25
Erysipelotrichia ^a	2	Tissierellia	5
Fibrobacteria	2	Verrucomicrobiae	1
Fimbriimonadia	1		

a. The six major classes found in the mouse gut microbiome by tRNA-seq and 16S-seq.

Supplementary Table 4: Anticodon assignment for decoding based on the simplest wobble consideration in bacteria.

Codon (anticodon)			
UUU (GAA)	UCU (GGA)	UAU (GUA)	UGU (GCA)
UUC (GAA)	UCC (GGA)	UAC (GUA)	UGC (GCA)
UUA (UAA)	UCA (UGA)	UAA (Stop)	UGA (Stop)
UUG (CAA, UAA)	UCG (**CGA** , UGA)	UAG (Stop)	UGG (CCA)
CUU (GAG)	CCU (GGG)	CAU (GUG)	CGU (ICG ^b)
CUC (GAG)	CCC (GGG)	CAC (GUG)	CGC (ICG)
CUA (UAG)	CCA (UGG)	CAA (UUG)	CGA (ICG, **UCG**)
CUG (CAG, UAG)	CCG (**CGG** , UGG)	CAG (**CUG** , UUG)	CGG (CCG)
AUU (GAU)	ACU (GGU)	AAU (GUU)	AGU (GCU)
AUC (GAU)	ACC (GGU)	AAC (GUU)	AGC (GCU)
AUA (CAU ^a , **UAU** ^c)	ACA (UGU)	AAA (UUU)	AGA (UCU)
AUG (CAT)	ACG (**CGU** , UGU)	AAG (**CUU** , UUU)	AGG (**CCU** , UCU)
GUU (GAC)	GCU (GGC)	GAU (GUC)	GGU (GCC)
GUC (GAC)	GCC (GGC)	GAC (GUC)	GGC (GCC)
GUA (UAC)	GCA (UGC)	GAA (UUC)	GGA (UCC)
GUG (**CAC** , UAC)	GCG (**CGC** , UGC)	GAG (**CUC** , UUC)	GGG (**CCC** , UCC)

- C34 in Ile(CAU) is C in the genome, but modified to lysidine.
- A34 in Arg(ACG) is modified to inosine (I) which shows as G in sequencing.
- These shown in red are more prevalent in eukaryotic tRNAs, and are less common in bacterial genomes.

# Supplementary material for: Microbiome characterization by high-throughput transfer RNA sequencing and modification analysis
**Source:** Nat Commun. 2018 Dec 17;9:5353. doi: 10.1038/s41467-018-07675-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

No specific software was used for data collection.

Data analysis

<https://github.com/merenlab/tRNA-seq-tools>; <https://github.com/merenlab/illumina-utils>; Bowtie 1.0; Trimmomatic v0.32; tRNAscan-SE v1.3.1; CD-HIT v4.6.8, SAMtools v1.5, MAFFT v7.369b.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The raw sequencing data have been deposited in NCBI GEO database, accession number GSE100263. Figures 1-6 have associated raw data from the deposited raw sequencing data above. Figure 7 raw data was from the published work in reference 36.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Two groups of mice of three each were used to provide sufficient information on variation.
Data exclusions	No data were excluded.
Replication	No replication was performed other than the biological replicates described under sample size.
Randomization	The two groups of 3 mice each were randomly assigned.
Blinding	Group allocation data were blinded.

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☐	☒ Unique biological materials
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials	No restrictions.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Age and litter-matched specific pathogen free (SPF) male C57Bl/6 mice between 12-16 weeks old.
Wild animals	No wild animals.
Field-collected samples	No field-collected samples.

How the deposited data were processed for this re-analysis (not part of the article)

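tRNA was sequenced by DM-tRNA-seq from cultures of *E. coli*, *B. subtilis*, *S. aureus* and *B. viscericola* and from the cecum of 6 mice, 3 on the HF and 3 on the LF diet. Of the 28 libraries labelled, replicate 3 of *E. coli* with and without demethylase and -DM replicate 1 of *S. aureus* have no column of counts and were left out. For the cultures, the authors trimmed adapters with Trimmomatic, aligned the reads with Bowtie to the tRNA genes of the species with CCA added, reported 1 alignment per read, and deposited raw read counts per tRNA gene without normalization. For the mice, the authors merged read pairs without mismatch in the overlap, recognized tRNA reads from their 3' end with tRNA-seq-tools, kept those with an anticodon, collapsed identical reads, and deposited each unique sequence with its raw read count. The deposited counts of each mouse library add up to its total in Supplementary Table 2. The files hold no taxonomy, no mutation fractions of the cultures and no reads that stopped before the anticodon in the mouse libraries.

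Culture counts were compared between +DM and -DM libraries of 1 species at a time, and reads per anticodon between the +DM libraries of HF and LF mice. A comparison of +DM with -DM libraries of the 6 mice, paired by mouse, was added after the data were seen. The counts were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with calls at an adjusted p under 0.05 by the Benjamini-Hochberg method. DESeq2 1.42.0, no filter, scaling by library totals, the replicate number as a block and each library left out were the alternatives. The +DM and -DM libraries of a number come from 1 culture in *E. coli* and *S. aureus*, so that the numbers pair the libraries, and the deviations of libraries of 1 number from their group means had a correlation across tRNA genes of 0.131 in *E. coli* and 0.0445 in *S. aureus*. For *B. subtilis* the -DM group has 1 library, which was assumed to vary like the treated ones. The tests, alternatives, lists and the rule for naming tRNAs were set before the data were examined, except where a choice is said to have been added.

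For the mouse modification sites, reads were clustered per mouse from the +DM library with at most 1 mismatch, clusters of 5 reads or fewer were dropped, and the longest read, with at most 3 bases beyond position 1, gave the seed when its acceptor stem formed at 5 or more of 7 places. The reads of the +DM and -DM library of a mouse were mapped to its seeds with at most 2 mismatches, and a read within reach of several seeds counted at each. A site needed a coverage over 50, a mutation fraction from 0.05 to 0.98 and at least 2 other bases, and redundant seeds with the same anticodon, at most 2 bases apart and with the same fractions counted once. CD-HIT, Bowtie and tRNAscan-SE were not available, and their steps were rewritten in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Numba 0.67.0. An anticodon group was compared between the diets by the median over the seeds of the 3 mice of a diet, as in Fig. 6, and by limma 3.58.1 on the logit of the fraction per mouse, with an offset of 0.5 reads. Differences between library types or diets over all sites of a mouse were tested with exact permutation tests, two-sided, on 1 value per mouse. Alternatives were a coverage over 20, 100 or 200, a lowest fraction of 0.1, no range of fractions, no removal of positions with 1 other base, no removal of redundant seeds, reads pooled over seeds, medians per mouse, seeds found in both diets only, and each mouse left out. Every cluster over 5 reads as a seed, each read at its nearest seed only, log10 shares, the A34 anticodons left out, *E. coli* without each single library and the test paired by mouse at other coverages were added after the data were seen.

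The tRNAs named are those the paper names in its text and in Figs. 1, 2, 4 and 6, the 8 with the largest change in each direction among those past the threshold and separated between the groups in every library, and for sites the 3 anticodon groups with the largest difference in each direction. The lists were the tRNAs with m1G37 and with m1A22 in each culture by the paper's figures, those with ms2i6A or i6A at A37 by its Supplementary Table 1 (its tRNAs with ms2t6A or m6t6A at A37 are not in the list), type II tRNAs (Leu, Ser and Tyr), the anticodons of charged and polar amino acids, and 7 A34 anticodons, set down beforehand as markers of host RNA but not read as such, since most of their reads in 5 of 6 mice are of tRNA Thr(AGU), of which 15 of 24 seed positions were mutated at s4U8. Wilson intervals are at 95%. The tests were tested on simulated data: with 12 tRNAs changed 4-fold, 100% were called in *E. coli* and *S. aureus*, 96.7% in *B. subtilis* and 94.2% in the comparison of HF and LF mice, and with 2-fold changes 98.8%, 100%, 42.1% and 36.2%. Between 0.6% and 2% of unchanged tRNAs were called in these runs. The simulated changes went up and down equally often and all tRNAs had 1 dispersion. The rates thus do not describe a comparison where most tRNAs change, as in *E. coli*, where 42 of 49 were called. Of 173 simulated sites, 167 were called as made. The measured fraction was too low by a median of 0.0182 at position 8, with a largest absolute error of 0.169. At position 22 the median error was -0.0108 (largest 0.0740) and at position 59 -0.0065 (largest 0.0619). The simulated tRNAs were unrelated and their seeds were given, so that clustering and near-identical tRNAs were not tested. A shift of 0.5 on the logit scale was called by limma in 68.8% of simulated m1A22 groups, 2.5% of m1A58/59 groups and 11.7% of s4U8 groups, and a shift of 1 in 100%, 30.8% and 85%.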

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

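The tests of other tRNA sequences, of misincorporation, of near-identical tRNAs and of m1G37, and the splits of the 6 mice by diet, were chosen only after the results were seen, and the splits of the +DM and -DM libraries before.

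m1A22 fractions were higher in HF than in LF mice in each of the 8 anticodon groups of Fig. 6a, among them tRNA Gln(UUG) and tRNA Ser(GCU), but in 6 of 8 without HF mouse 2, with a median difference of 0.0387 in place of 0.0582. Reads of near-identical unmodified tRNAs counted at a seed stay open, since the median difference over these groups was 0.0264 with each read at its nearest seed only, against the 0.0582 with each read at every seed in reach. With seeds found in both diets only, all 8 groups stayed higher in HF mice (median difference 0.0453, lowest 0.0206), and 77.6% of the 214 sequences found in both diets were higher in HF mice. Other tRNA sequences in the HF community stay open too, since mice of the same diet differed as much: 84.2% of 19 shared sequences were higher in HF mouse 2 than in HF mouse 1, and 78.7% of 122 in LF mouse 2 than in LF mouse 1. More misincorporation of every kind in HF libraries also stays open, since 58.3% of the s4U8 groups were higher in HF mice, a share that turned with 1 mouse left out. The 10 splits of 6 mice are too few for a share under 0.05, and 2 of them gave as many m1A22 groups in 1 direction, with 8 of 8 as the highest of the others. A response of m1A22 to the diet stays among the open explanations, untested.

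In mouse libraries, demethylase raised 7 and lowered 0 of 10 anticodons of tRNAs with m1G37 in a culture (7 and 1 by DESeq2, 5 and 0 with no replicate block), led by tRNA Pro(CGG) and tRNA Pro(UGG), and raised 12 and lowered 11 of the 50 others (Fisher's exact p = 0.00800, two-sided), while in the cultures 15 genes of tRNAs with m1G37 fell, 3 of them in *B. subtilis* with its single -DM library, and 1 rose. The 15 genes count copies of 1 tRNA apart, such as the pairs of tRNA Leu(CAG) in *E. coli* and tRNA His(GUG) in *B. subtilis*. The 10 hold ACG, but reads of tRNA Arg(ACG), whose A34 is modified to inosine, count as GCG. GCG rose by a log2 fold change of 2.08 and is among the 50 others, so that Fisher's test does not cleanly part the tRNAs with m1G37. That demethylase lets reverse transcription pass m1G37, so that reads reach the anticodon, stays open. The prediction set for it, after the results were seen, asked that none of the 10 falls, and 1 fell by DESeq2. The explanation itself does not require this, since an anticodon group holds all taxa, so that this fall does not decide against it. Reads that stop at base 37 can be counted in cultures, where the paper aligned reads longer than 15 bases. They are not kept in the mouse libraries, which hold no reads that stopped before the anticodon, so that the 2 kinds of fold change cover unlike reads. Whether this accounts for the opposite changes stays open, since it needs no rise in cultures and the 15 falls against 1 rise, which prompted the explanation, do not decide for it. Demethylation of m1G37 alone is argued against in *E. coli*, where all tRNAs with ms2i6A37, on which the demethylases do not act, fell (median log2 fold change -1.38), and stays open in *S. aureus* and *B. subtilis*, where tRNAs with ms2i6A37 or i6A37 went both ways (medians 0.14 and -0.11). Single tRNAs without m1G37 fell there too. In *S. aureus* the genes of tRNA Lys(UUU), with ms2t6A37, were at -0.83 to -0.85. In *B. subtilis* tRNA Phe(GAA) gene 1, with ms2i6A37, was at -1.45, against a single -DM library. Other differences between cultures and cecal communities stay open, and no biological explanation was tested.

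The m1A22 fraction after demethylase was 0.0213 in HF mouse 3, far from the other 5 mice, with a gap to the nearest mouse of 0.678 of the range, past the critical value of Dixon's test. The m1A58/59 fraction without demethylase was 0.617 in LF mouse 1, with a gap of 0.831 of the range, past the same critical value. Chance gives such a gap in about 1 of 20 groups, and 8 groups of mice were looked at.

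Some tRNAs changed in opposite directions with demethylase in every library of a culture and in all 6 mice, and these differences were not tested. In *E. coli*, the log2 fold change was 0.88 for tRNA Glu(UUC) (-0.57 in mice), -1.22 for tRNA Leu(GAG) (1.72 in mice), -1.15 for tRNA Pro(CGG) (4.83 in mice), -1.55 for tRNA Pro(UGG) (3.94 in mice), 0.50 for tRNA Ser(GCU) (-1.31 in mice) and 1.09 for tRNA Ser(GGA) (-0.84 in mice). For tRNA Pro(UGG) it was -1.12 in *S. aureus* and -1.31 in *B. subtilis*, and for the pair of tRNA His(GUG) genes of *B. subtilis* it was -0.95 and -0.96 (1.54 in mice).

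The paper reports no test of read counts between +DM and -DM libraries, in which edgeR called 42 tRNA genes of *E. coli*, 13 of *S. aureus*, 6 of *B. subtilis* and 30 anticodon groups of the mice. The paper reports no G37 sites in the mice, where 89 sites were called in -DM libraries, 70 of them in tRNA Leu, 11 in tRNA Arg and 4 in tRNA Pro. These counts follow the filters for a call and do not rank the tRNAs by mutation at G37. Of seed positions with enough coverage, 24.6% of 585 in tRNA Leu were mutated in 0.05 or more of the reads. The share was 29.7% of 232 in tRNA Arg and 33.3% of 300 in tRNA Pro.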

How the results depend on the processing

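Alternatives added after the data were seen are named as added. Of 302 values of 46 results under alternatives, 254 kept their direction and side of the threshold or moved little, 3 were weaker, 32 moved and 13 reversed, and the cause was not tested. Of the values of named tRNAs, 298 of 354 in cultures, 49 of 81 between HF and LF mice, 117 of 117 between +DM and -DM mouse libraries (added) and 208 of 246 site differences stayed the same. *S. aureus* tRNAs changed by demethylase were 24 with DESeq2 (13 up and 11 down, against 5 and 8), 22 by library totals (15 and 7) and 0 to 22 with 1 library left out (0 without +DM replicate 3, 20 without -DM replicate 2, 22 without -DM replicate 3). *B. subtilis* had 12 with DESeq2 (7 and 5, against 2 and 4) and 14 by library totals (9 and 5), and with either treated library left out the 6 tRNAs kept their direction, with no test. *E. coli* had 37 to 41 with 1 library left out (added), and without a replicate number 42 of 42 kept their direction, with no test. With the replicate block, 41 *E. coli* tRNAs (40 of the 42 and 1 other) and 14 *S. aureus* tRNAs (11 of the 13 and 3 others) were called, and limma called 0 groups at each site. For *B. subtilis* no paired analysis was possible because it has 1 untreated library. Anticodon groups that differed between HF and LF mice were 0 in untreated libraries, 1 up and 7 down by library totals, and 1 to 21 with 1 mouse left out (3 without LF mouse 1 or HF mouse 1, 1 without LF mouse 2 or HF mouse 2, 21 without LF mouse 3), and tRNA Ser(GGA) was at a log2 fold change of 0.17 in untreated libraries. The mouse numbers are shared but not paired: with the replicate block 10 groups were called, and 2 of 3 HF mice correlated best with the LF mouse of their number. Mouse groups changed by demethylase (added) were 17 with no replicate block, and 17 up and 21 down with DESeq2 against 19 and 11.

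limma called 1 m1A22 group at a coverage over 20, over 100 and at a lowest fraction of 0.1, and 0 to 1 with 1 mouse left out (1 without HF mouse 2), 1 m1A58/59 group at a coverage over 20, and 0 to 2 s4U8 groups with 1 mouse left out (2 without HF mouse 2). Of the m1A58/59 groups of Fig. 6b, 6 were higher in HF mice at a coverage over 200, 0 with no range, and 6 to 10 with 1 mouse left out (6 without HF mouse 2). Of every m1A58/59 group, 5 were with no range, 7 with seeds of both diets, 7 at the nearest seed (added), and 2 to 12 with 1 mouse left out (2 without HF mouse 2, a reversal). These m1A58/59 numbers are counts, not shares, and without HF mouse 2 fewer groups were compared in both tallies. Of the s4U8 groups of Fig. 6c, the majority turned to LF mice at a coverage over 100 (11 higher in HF mice), with pooled reads (6) and with seeds of both diets (8), and the range was 5 to 21 with 1 mouse left out (5 without HF mouse 3, 21 without HF mouse 2). Of every s4U8 group, it turned at a coverage over 20 (17) and 100 (15), with pooled reads (12), with redundant seeds (15) and with seeds of both diets (10), 31 were higher with no range, and the range was 7 to 27. The s4U8 difference between -DM and +DM libraries was 0.0156 at a coverage over 200 (exact permutation p = 0.104; paired, added, exact sign-flip p = 0.156) and 0.0210 to 0.0289 with 1 mouse left out (exact permutation p = 0.0714 without LF mouse 2 or 3). Position 22 of tRNA Ser(GGA) was at 0.749 as a mean over seeds, averaged over the 6 mice without demethylase, against 0.804. Seeds per mouse were 1015 with at least 50 and 349 with at least 200 reads. On log10 shares (added) the lowest r was 0.974 in LF and 0.986 in HF mice. Culture mutation fractions were not run, since the files hold none. Library totals moved the median log2 fold change of all tRNAs by 0.51 in *E. coli*, 0.19 in *S. aureus*, 0.20 in *B. subtilis* and -0.10 between HF and LF mice, and DESeq2 by -0.18 in *E. coli*. The depth of HF mouse 1 limits its sites: 51 at m1A22 against 851 in LF mouse 1.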

Differences from the paper's values

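Alternatives called added were chosen only after the values were seen, and figure values were read by eye. Seed sequences per +DM library averaged 4382, against the paper's 10700, and 1015 with at least 50 reads and 349 with at least 200 reads, which also differ. With every cluster over 5 reads as a seed, chosen after seeing the values, the mean was 6288, and each of the 6 libraries stayed below the paper's count for it. The paper's Supplementary Table 2 lists 18683, 21475 and 13999 seeds for LF mice 1, 2 and 3, against 6817, 8652 and 5980 here, and 1611, 6363 and 2245 for HF mice 1, 2 and 3, against 876, 2806 and 1159 here. Each of these 6 counts differs also with a minimum of 50 or 200 reads and with every cluster over 5 reads as a seed (11602, 12243, 7431, 1052, 3914 and 1486, added).

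The longest read held the most abundant read in 55.2% of clusters, against more than 93% in the paper, and in 50.2% of all clusters over 5 reads (added). The lowest Pearson's r between HF mice was 0.953 across anticodon groups, against about 0.99 in Supplementary Fig. 5, read by eye, and 0.986 on log10 shares (added), which also differs.

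Fig. 4 shows 1 HF mouse that the paper does not name, at positions of an alignment, and it is set here beside the mean of the HF mice, at positions counted from the ends of the tRNA. At position 8 without demethylase the paper's fraction for tRNA Ser(GCU) is about 0.18 in Fig. 4, read by eye, against 0.0590 here, and for tRNA Ser(UGA) about 0.21 against 0.0703. At position 8 with demethylase the paper's value is about 0.35 for tRNA Ser(GCU) against 0.116 here, about 0.39 for tRNA Ser(UGA) against 0.0598, about 0.13 for tRNA Ser(GGA) against 0.0821 and about 0.29 for tRNA Ser(CGA) against 0.0678, all read by eye from Fig. 4. At position 59 without demethylase it is about 0.15 for tRNA Ser(GCU) against 4.91e-05 here, about 0.22 for tRNA Ser(GGA) against 0.0477 and about 0.17 for tRNA Ser(CGA) against 0.511, read by eye from Fig. 4. A coverage over 20, a coverage over 200 and a mean over seeds leave each of these differences, except that tRNA Ser(GGA) at position 8 with demethylase no longer differs at a coverage over 200 (0.100) or as a mean over seeds (0.0877).

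For m1A58/59 the paper finds each of 12 groups of Fig. 6b higher in HF samples, and 10 of 11 were here, which does not differ. The number higher was 6 at a coverage over 200, 6 without HF mouse 2 and 0 with no range of fractions. These counts cannot be set against the 12: without HF mouse 2 fewer groups had sites in both diets, and with no range unmutated seeds set the medians. The discussion of the paper calls differences of m1A between the diets significant, while limma called 0 m1A22 and 0 m1A58/59 groups, with 3 and 1 at an unadjusted p under 0.05, in groups that hold all taxa where the paper's hold 1 family. In Fig. 3b of the paper LF mice 2 and 3 are the closest LF pair, while LF mice 1 and 2 were closest here by Bray-Curtis distance, and HF mice 2 and 3 are the closest HF pair in both.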

Other observations

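The comparison of +DM with -DM libraries of the mice, the ratio of tRNA Glu anticodons, the G37 sites, the base changes and the reading of the splits by diet were chosen only after the data were seen, the other comparisons before. Between the diets, edgeR called 7 of 62 anticodon groups of the +DM libraries at an adjusted p under 0.05, 2 higher and 5 lower in HF mice (1 and 7 by library totals, 3 and 2 with the A34 groups left out, which was added), with 16 at an unadjusted p under 0.05 and 8 calls by DESeq2. tRNA Val(UAC) took 2.99 ± 0.830% of the reads in LF and 7.94 ± 0.554% in HF mice (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.21, adjusted p = 2.38e-05), and tRNA Thr(UGU) took 1.86 ± 0.275% and 2.86 ± 0.588%, a log2 fold change of 0.73 (standard error 0.22, adjusted p = 0.0346). tRNA Ser(GGA) was lower in HF mice, with 0.687 ± 0.121% against 1.30 ± 0.0971% in LF mice (log2 fold change -0.83, adjusted p = 0.0258), but at a log2 fold change of 0.17 in -DM libraries. tRNA Ser(UGA) was at a log2 fold change of -1.69, with 0.715 ± 0.682% in LF and 0.206 ± 0.0484% in HF mice, and without LF mouse 1 its call ended and the log2 fold change of UGA, HF v LF, was -0.62. The A34 groups tRNA Ser(AGA) and tRNA Leu(AAG) were at -2.31 and -2.15 and tRNA Thr(AGU) at -2.99, where without LF mouse 1 the call ended (adjusted p = 0.107) and the log2 fold change of AGU, HF v LF, was -1.50. AGA and AAG rest on few reads: 1, 30 and 11 for AGA and 0, 8 and 5 for AAG in HF mice 1, 2 and 3. By the caption of Supplementary Fig. 5, such groups may in part come from mutations or sequencing errors. A34 reads were not taken as a measure of host RNA, since 15 of 24 tRNA Thr(AGU) seed positions at s4U8 were mutated and 0 of 76 at m1A58/59. The calls were 3 without LF mouse 1 or HF mouse 1, 1 without LF mouse 2 or HF mouse 2, 21 without LF mouse 3, and 0 in -DM libraries. Of 12 type II groups 0 were called up and 4 down (0 and 5 adjusted over the list alone; 0 and 2 of 10 with the A34 groups left out), of 23 groups of charged and polar amino acids 0 and 3 (0 and 3 adjusted over the list alone), and of 7 A34 groups 0 and 3 (0 and 3 adjusted over the list alone). The 10 splits of 6 mice are too few for a share under 0.05: the real split was the only 1 to give 7 calls, and the highest of the others gave 1.

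In *E. coli*, edgeR called 23 tRNA genes higher and 19 lower in +DM than in -DM libraries, of 49 tested with 2 libraries each. The largest falls were in tRNA Trp(CCA), with a log2 fold change of -2.66, in the pair of tRNA Leu(CAG) genes (-2.39 and -2.22), and in tRNA Ser(UGA) (-1.76) and tRNA Phe(GAA) (-1.59). The largest rises were in tRNA Met(CAU) gene 1 (2.60), tRNA Thr(GGU) gene 1 (1.66), tRNA Lys(UUU) (1.59), tRNA Asp(GUC) (1.45) and tRNA Arg(ACG) (1.39). Of tRNAs with m1G37, which the paper lists from these cultures and which are thus not independent evidence, 8 of 8 fell (8 adjusted over the list alone, 7 with the replicate block), as did 9 of 9 with ms2i6A37 (9 adjusted over the list alone), and of 12 type II tRNAs 10 fell and 2 rose (10 and 2 adjusted over the list alone). By library totals all 8 tRNAs with m1G37 were lower and 6 of them were called. The lists of the cultures count genes, with copies of 1 tRNA apart.

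In *S. aureus*, 5 of 42 tRNA genes rose and 8 fell (13 and 11 by DESeq2, 15 and 7 by library totals), with 24 at an unadjusted p under 0.05. This fit is unpaired, and with the replicate number as a block 6 rose and 8 fell, 11 of them called in both fits. tRNA Leu(UAG) and tRNA Pro(UGG) both fell by 1.12 on the log2 scale, the 3 genes of tRNA Lys(UUU) by 0.83 to 0.85, and tRNA Tyr(GUA) gene 2 rose by 0.94. The calls were 0 without +DM replicate 3, 20 without -DM replicate 2 and 22 without -DM replicate 3. Of 9 tRNAs with m1G37, a list not independent of these libraries, 1 rose and 4 fell (2 and 5 adjusted over the list alone, 2 and 5 with the replicate block), of 9 with ms2i6A37 or i6A37 1 rose and 0 fell (1 and 0 adjusted over the list alone; the 3 genes of tRNA Lys(UUU), with ms2t6A37, are outside this list), of 19 with m1A22, also not independent, 2 rose and 1 fell (2 and 1 adjusted over the list alone), and of 12 type II tRNAs 2 rose and 1 fell (4 and 1 adjusted over the list alone). DESeq2 called 5 up and 0 down with ms2i6A37 or i6A37, 7 and 3 with m1A22 and 7 and 1 of type II. In *B. subtilis*, whose single -DM library was assumed to vary like the 2 treated ones, 2 of 52 tRNA genes rose, tRNA Thr(UGU) gene 2 (1.70) and tRNA Arg(UCU) (1.64), and 4 fell, tRNA Phe(GAA) gene 1 (-1.45), tRNA Pro(UGG) and the pair of tRNA His(GUG) genes (7 and 5 by DESeq2, 9 and 5 by library totals), with 13 at an unadjusted p under 0.05 and no test with either treated library left out. There 3 of 9 tRNAs with m1G37, 1 of 9 with ms2i6A37 or i6A37 and 2 of 22 with m1A22 fell and 0 rose (the same counts adjusted over the list alone), and 0 of 13 type II tRNAs were called by edgeR or DESeq2, while by library totals 2 rose and 1 fell with ms2i6A37 or i6A37, 2 rose and 2 fell with m1A22 and 2 type II tRNAs rose, and the medians of these lists, -0.17, -0.11, -0.03 and -0.04, turn to 0.04, 0.11, 0.18 and 0.18 by library totals.

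In the 6 mice, 19 of 60 anticodon groups were higher and 11 lower in +DM than in -DM libraries of the same mouse (17 and 21 by DESeq2), with 37 at an unadjusted p under 0.05. tRNA Pro(CGG) rose by a log2 fold change of 4.83 (standard error 0.25), tRNA Pro(UGG) by 3.94 (0.26), tRNA Arg(UCG) by 2.47 (0.27), tRNA Arg(GCG) by 2.08 (0.16), tRNA Leu(GAG) by 1.72 (0.22) and tRNA His(GUG) by 1.54 (0.23). tRNA Cys(GCA) fell by 1.36, tRNA Ser(GCU) by 1.31, tRNA Trp(CCA) by 1.15 and tRNA Gly(CCC) and tRNA Ser(GGA) by 0.84, in 6 of 6 mice. Of 10 anticodons of tRNAs with m1G37 in a culture, 7 rose and 0 fell (7 and 0 adjusted over the list alone), of 22 groups of charged and polar amino acids 6 rose and 7 fell (7 and 8), of 12 type II groups 3 rose and 3 fell (3 and 3), and of 6 A34 groups 0 rose and 1 fell (0 and 1). DESeq2 called 7 up and 1 down with m1G37, 5 and 13 of charged and polar amino acids, 3 and 6 of type II and 0 and 2 of A34. The m1G37 list holds ACG and not GCG, although reads of tRNA Arg(ACG), whose A34 is modified to inosine, count as GCG. Chance is argued against for the number of these calls, not for each call: the real split was the only 1 of 32 exchanges within mice to give 30 calls, with 13 as the highest of the others. It was also the only 1 of 98 fitted splits of the libraries, with 9 as the highest of the others. Most of those splits say little, since only 2 or 4 mice had 1 library on each side and the fit compares libraries within mice.

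For the site groups, 2 of 10 splits gave as large a share of m1A58/59 groups in 1 direction as the diets did, with 10 as the highest number of groups in the others, and 8 did so for s4U8, with 23 in the others. limma called 0 groups in the real split, which each of the 10 splits matches by design, so that this count says nothing about chance (0 as the highest of the others for m1A22 and 1 for m1A58/59 and for s4U8). The 10 splits are too few for a share under 0.05.

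The paper compares tRNA Glu(CUC) with tRNA Glu(UUC) in Lactobacillaceae, which these files do not separate. Over all taxa the ratio of CUC to UUC reads was 0.519 ± 0.133 in LF and 0.390 ± 0.0342 in HF mice in +DM libraries (SD, n = 3 each, exact permutation p = 0.2, two-sided), and 0.291 ± 0.0621 and 0.197 ± 0.0179 in -DM libraries (exact permutation p = 0.1, the smallest for 3 against 3), higher in LF mice in 9 of 9 pairs. Among G37 sites of 5 mice the mutation fraction was 0.221 ± 0.0390 without and 0.00810 ± 0.00591 with demethylase (SD, n = 5, exact permutation p = 0.00794, two-sided; paired by mouse, exact sign-flip p = 0.0625), at sites called by their mutation without demethylase. At m1A58/59 mutated reads carried U in 81.7 ± 10.1%, G in 12.4 ± 11.2% and C in 5.85 ± 2.55%, at s4U8 C in 69.6 ± 3.08% and A in 28.6 ± 4.18% (SD, n = 6 mice each).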
